# Digitoxin Inhibits Epithelial-to-Mesenchymal-Transition in Hereditary Castration Resistant Prostate Cancer

**DOI:** 10.3389/fonc.2019.00630

**Published:** 2019-08-02

**Authors:** Bette S. Pollard, Mark. A. Suckow, William R. Wolter, Joshua M. Starr, Ofer Eidelman, Clifton L. Dalgard, Parameet Kumar, Sharmistha Battacharyya, Meera Srivastava, Roopa Biswas, Matthew D. Wilkerson, Xijun Zhang, Qingfeng Yang, Harvey B. Pollard

**Keywords:** prostate cancer, hereditary, digitoxin, TGFβ, NFκB, TGFBR2, HSPB1

## Abstract

Castration Resistant Prostate Cancer (CRPC) is thought to be driven by a collaborative mechanism between TNFα/NFκB and TGFβ signaling, leading to inflammation, Epithelial-to-Mesenchymal-Transition (EMT), and metastasis. Initially, TGFβ is a tumor suppressor, but in advanced metastatic disease it switches to being a tumor promoter. TGFBR2 may play a critical role in this collaboration, as its expression is driven by NFκB and it is the primary receptor for TGFβ. We have previously reported that the cardenolide drug digitoxin blocks TNFα/NFκB-driven proinflammatory signaling. We therefore hypothesized that digitoxin might break the collaborative process between NFκB and TGFβ by also inhibiting expression of TGFBR2. We therefore tested whether TGFβ-driven EMT and resulting metastases would be suppressed. Here we show, *in vitro*, that digitoxin inhibits NFκB-driven TGFBR2 expression, as well as Vimentin, while elevating E-cadherin expression. Digitoxin also significantly reduces HSPB1 mRNA and the HSPB1/RBFOX2 mRNA ratio in PC3 cells. *In vivo*, in a syngeneic, immune competent rat model of metastatic CRPC, we show that digitoxin also suppresses *Tgfbr2* expression, as well as expression of other genes classically driven by NFκB, and of multiple EMT genes associated with metastasis. Concurrently, digitoxin suppresses tumor growth and metastasis in these animals, and prolongs survival. Gross tumor recurrence following tumor resection also appears prevented in *ca* 30% of cases. While the existence of a collaboration between NFκB and TGFβ to drive EMT and metastasis has previously been appreciated, we show here, for the first time, that chronic, low concentrations of digitoxin are able to block CRPC tumor progression, EMT and the ensuing metastatic disease.

## Introduction

Metastatic Castration Resistant Prostate Cancer (CRPC) is driven by a collaborative mechanism between NFκB-*driven* inflammation (1–3) and TGFβ-*driven* Epithelial-to-Mesenchymal-Transition (EMT) (4–6). EMT is a principal mechanism for metastasis, and thus has been a candidate target for cancer prevention and therapy. Currently, however, there are no approved anti-EMT drugs for any cancer (7). TGFβ has often been described as switching from initially being a tumor suppressor to being a tumor promoter in advanced metastatic disease (8, 9). In the case of metastatic CRPC, TGFβ has become such a tumor promoter (10, 11). EMT dependence on the collaboration between NFκB and TGFβ signaling is manifest both in wound healing (12), and in cancer (13, 14). The collaborative mechanism may also involve TGFBR2, the principal receptor for TGFβ. Not only does the TGFBR2 promoter include two functional NFκB binding sites, but severe metastatic disease can be suppressed by inhibiting TGFβ (15). For example, in mouse models of metastatic prostate cancer, soluble TGFBR2 has been deployed to trap circulating TGFβ and thus suppress tumor progression (4, 16).

Historically, the TNFα/NFκB pathway has been considered to be the “major culprit” contributing to the proinflammatory condition in prostate and other cancers (1, 3, 17, 18). However, the specific NFκB inhibitors for prostate and other cancers that have been tested clinically have met with profoundly unacceptable side effects, including nephrotoxicity and neurotoxicity (19). Furthermore, multiple rare loss-of-function mutations in genes affecting or affected by NFκB have been found to involve a broad range of abnormalities including impaired innate and acquired immune responses and defects of the central nervous system (19, 20). Given these problems, there has therefore been increasing pre-clinical interest in developing TGFβ and TGFBR2 inhibitors for prostate and other cancers (4, 5, 21). However, cancer cells have been shown to eventually be able to escape from suppression by a TGFBR2 knockout, thus indicating that additional strategies are needed to simultaneously inhibit TGFBR2's “backup partners” such as ERK1/2 (10). Inasmuch as TNFα/NFκB and TGFβ seem to be mutually interactive “culprits” in driving EMT, we have reasoned that it could be advantageous if they could be addressed simultaneously through the collaborative mechanism.

Our approach to developing an EMT therapeutic for CRPC has been to focus on the chemical biology of digitoxin, a cardenolide drug which we previously reported to potently block TNFα/NFκB signaling (22–25). Based on this property, we hypothesized that digitoxin might break the collaborating process between NFκB and TGFβ by inhibiting expression of TGFBR2. Our rationale was that by reducing the EMT process, we might be able to suppress CRPC growth and metastasis. *In vitro* studies shown below support this hypothesis. As an *in vivo* platform to test this hypothesis we deployed the Prostate Adenocarcinoma III (PA-III) rat model, a hereditary, spontaneous/autochthonous, transplantable, immunologically intact, castration resistant prostate cancer (CRPC) model in the Lobund-Wistar (LW) rat (26–29). The *in vivo* data, to be described below, clearly demonstrate that digitoxin can not only profoundly reduce the frequency and size of both primary tumors and metastases, but also reduce NFκB-driven inflammation, inhibit TGFBR2, reduce EMT, and increase survival. This is the first report to show that chronically administered digitoxin breaks the collaboration between NFκB and TGFβ, thus blocking tumor progression, EMT and ensuing metastatic CRPC disease.

## Materials and Methods

### Animals and PAIII Tumor Cells

The PAIII tumor has been maintained since 1976 by serially passaging freshly isolated tumor cells in naïve Lobund-Wistar (LW) rats. The tumor was originally isolated from a spontaneous (autochthonous), hormone resistant prostate tumor growing in an immunologically intact CRPC-prone Lobund-Wistar (LW) rat (26–30). Prior to implantation, dissociated PAIII tumor cells were maintained in a medium of DMEM high glucose medium (Invitrogen, Carlsbad, CA), supplemented with 10% Fetal Bovine Serum (FBS), and 1% penicillin-streptomycin solution, in 5% CO_2_, at 37°C.

### Protocols for Injection of PAIII Cells Into LW Rats

#### Protocol #1: Primary Tumor and Metastases Procedure

An equal number of viable PAIII cells (1 × 10^6^ cells) from an existing PAIII tumor, as determined by a trypan blue exclusion test, were injected subcutaneously (s.c.) into the right flank of thirty 2-month old LW rats (*ca*. 250 g body weight). After ten (10) days, 15 of the rats began to receive daily doses of digitoxin (0.03 mg/kg). Digitoxin (Sigma) was prepared as follows: (i) a stock solution was prepared by dissolving 300 mg digitoxin in 10 ml of 95% ethanol. (ii) two serial 1:20 dilutions were prepared by mixing, in order, 1 ml of the stock solution with 19 ml PBS. (iii) prorated volumes of the last dilution, calculated according to the specific weight of each rat, were then administered intraperitoneally (i.p.) each day in the 9–10 AM time interval. On the morning of day 40, all animals were sacrificed. The weight of each primary tumor was recorded. The number and diameter of pleural metastases were determined using a digital calipers (Control Company, Friendswood, TX). Primary tumors, and selected lung metastases, were immersed in liquid nitrogen, and stored for later analysis at minus 80°C. Over the course of this protocol, rats were observed daily by a veterinarian, board certified in laboratory and animal medicine, and no differences in body weight, appetite or physical appearance were noted either during or at the end of the experiment.

#### Protocol #2: Tail Vein Injection of Tumor Cells

An equal number of viable PAIII cells (1 × 10^6^ cells), as determined by a trypan blue exclusion test, were injected intravenously through the tail vein of thirty 2-month old LW rats (250 g body weight). Fifteen of the rats immediately began to receive daily injections (i.p) of digitoxin (0.03 mg/kg), as described and justified for Protocol #1. Lungs were harvested for analysis on day 10.

#### Protocol #3: Kaplan-Meier Analysis for Tumor Recurrence Following Tumor Resection

The strategy followed was based on a conventional clinical prostate cancer model for survival following therapy-dependent survival surgery (31). In this case, the tumor cells were implanted subcutaneously into 30 rats according to Protocol #1. Ten days later digitoxin treatment was initiated in 15 rats. Eight days later, tumors were removed surgically. Rats originally being treated with digitoxin continued to be treated (0.03 mg/kg/day) for 80 days.

### Measurement of Metastases

Lungs were removed and inflated with Bouin's Solution and placed in a jar containing the same solution. After overnight fixation, the Bouin's Solution was changed to 70% ethanol. The number and diameter of all detectable (diameter ≥0.1 mm) metastatic sites on the pleural surfaces were measured with digital calipers (Control Company, 308 West Edgewood Friendswood, TX 77546). Diameters of pleural metastases were measured in millimeter mode. The largest linear dimension was recorded as the diameter of the metastatic site.

### ELISA Analysis of Cytokines and Chemokines

Rat serum samples were analyzed on duosets from R&D Systems for rat serum IL-6 and CINC-1 (rat equivalent of human IL-8). Human cytokines and chemokines in serum or culture fluids were measured by multiplexed electro-chemiluminescence on the MSD Sector 6000 platform (MesoScale, Gaithersburg, MD), as described (32).

### Cells and Drugs

PC3 cells were obtained from ATCC, and were cultured in Hams F-12K nutrient mixture medium with 10% FBS and Pen-strep. HeLa cells were obtained from the ATCC, and cultured in Dulbecco's modified Eagle's medium, supplemented with 10% fetal bovine serum, 2 mM glutamine, penicillin (100 U/ml), and streptomycin (100 mg/ml). Digitoxin was obtained from Sigma (>95% purity). Oleandrin was obtained from Indofine Chemical (Hillsborough, NJ; >98% purity). Drugs were solubilized as stock solutions in 95% ethanol and diluted for experiments to a final ethanol concentration of 0.01%.

### Reporter Gene Assays

PC3 cells and HeLa cells were seeded in 6 well plates overnight, then cotransfected overnight (16 h) with NFkB-luc and LacZ plasmids using the Fugene HD transfection reagent (Roche). The cells were then treated with either digitoxin or oleandrin at different concentrations, for 12 h. Then cells were treated with TNFα, and the digitoxin and other cardiac glycosides, at different concentrations, for another 10 h. Cells were harvested and lysed with 1x passive lysis buffer. Luciferase assays were performed with the Promega Luciferase Assay System. The luciferase values were normalized to β-galactosidase activity.

### Western Blot Analysis for EMT Genes

PC3 cells and HeLa cells were treated with digitoxin at different concentrations and/or 20 ng/ml TNFα for 24 h. The medium was then replaced, including with fresh drugs and TNFα, and continuously treated for 3 days. Cells were then lysed in M2 buffer (20 mM pH 7.0 Tris, 0.5% NP-40, 250 mM NaCl, 3 mM EDTA, 3 mM EGTA, 2 mM dithiothreitol, 0.5 mM phenylmethyl- sulfonyl fluoride, 20 mM β-glycerol phosphate, 10 mM 4-Nitrophenyl phosphate disodium salt, 1 mM sodium vanadate, and 1 mg/ml of leupeptin). Twenty microgram of protein from the cell lysate of each sample was fractionated by SDS-PAGE and immunoblotted. The blots were visualized with chemiluminescent substrate (Pierce). The antibodies against Vimentin (code: sc-7870) and E-cadherin (code: sc-5565) were obtained from Santa Cruz Biotechnology, CA. Alternatively, cells were analyzed by capillary western blot (Protein Simple, San Jose, CA), as described (33).

### MTT Assays

Cells were seeded in 24 well plates at densities of *ca*. 10^4^/ml, and then treated with digitoxin at the different concentrations for 24 h. Fresh medium and drug were added every day. Cells were continuously treated in this manner for up to 3 days (HeLa cells) or up to 6 days (PC3 cells). Then 1/10 volume 12 mM MTT stock solution was added. After 4 h incubation at 37°C, an equal volume of 10% SDS solution was added to the wells. Absorbance was read at 570 nm after another 4 h incubation.

### Transcription Profiling and Sequence Analysis

Samples of grossly dissected, frozen (−80°C) primary tumors were mounted on a cryostat chuck. Thin sections (20 micron) were cut and stained with Hematoxylin and Eosin (H& E) to distinguish between vital from non-vital areas of the tumors. Serial thick sections (300 micron) were then cut and mounted on sub-0°C slides. Using the 20 micron stained slides as a “stencil,” ten random samples were micro-dissected from viable regions of the tumor in 300 micron thick sections with a 1 mm diameter micropunch device. The tumor samples were then soaked in RNA Later at 4°C overnight.

#### Isolation and Analysis of Messenger RNAs

Total RNA isolated from micro dissected tissues was validated for integrity using the Experion Automated Electrophoresis System (BioRad) before library preparation. An amount of 1 μg total RNA was input for library preparation using the TruSeq RNA Sample Prep Kit v2 (Illumina). Sequencing libraries were validated for size and integrity using an Experion Automated Electrophoresis System (BioRad), and library concentration was determined using the KAPA Library Quantification Kits for Illumina (KAPA Biosystems). Twelve to fifteen pmole of Library were used as input for clustering by a c-Bot (Illumina) before sequencing on a Genome Analyzer IIx (Illumina). Sequencing was performed by single read of 101 bp length with an indexing read of 7 bp. FASTQ data were generated using CASAVA, and raw reads were analyzed and groomed using FASTQC and FASTQ Groomer, respectively. RPKM values for transcriptome expression levels were generated using Bowtie 2, TopHat 2, and Cufflinks 2. RPKM values were used for Comparative Marker Selection and differential gene analysis by Cuffdiff. Raw FASTQ files for each profiled sample and processed data of FPKM values for transcript expression levels are available at the NCBI Gene Expression Omnibus at the accession number GEO133696.

#### Isolation and Analysis of microRNAs

The tissues were homogenized with RNA lysis buffer (Ambion) according to the manufacturer's protocol. Multiplex Reverse Transcription was performed with the TaqMan MicroRNA Reverse Transcription Kit (Applied Biosystems). For microRNA analysis, the miRNA expression profiles were analyzed by the TaqMan Low Density Rodent MicroRNA Panel v2, as described (34). Briefly, multiplex Reverse Transcription was performed with TaqMan MicroRNA Reverse Transcription Kit (Applied Biosystems). Following reverse transcription, each RT reaction was diluted and mixed with TaqMan Gene expression Master Mix (2X). One hundred microliter of the RT reaction-specific PCR reaction mix was loaded into the corresponding fill ports of the TaqMan Low Density Rodent MicroRNA Panel. Processed miRNA expression data were analyzed using the Ingenuity Pathways Analysis (IPA) algorithm.

### Bioinformatics and Statistics

MicroRNA and mRNA relationship analysis was generated using overlap between the TargetScan (Release 5.1, Whitehead Institute) predicted miR targets and the RNA seq data (Illumina GIIx). The IPA algorithm was also used to generate networks focusing on prostate cancer, and metastases. Parametric (Student *t*-test) and non-parametric (Mann-Whitney) tests were used to compare tumor weights, number and sizes of classical metastases, following subcutaneous flank injection of cells. Identical tests were performed to analyze number and size of metastasis-like lung foci following intravenous cell administration. Histograms were prepared on the basis of log distributions of diameters of tumor-seeded metastases, and metastasis-like lung foci following intravenous administration. Unbiased averages, means and medians of distributions were prepared using total data. Analyses of cytokine and chemokine data were analyzed using GraphPad, Version 6. In all cases, differences were taken as significant if *P* < 0.05.

## Results

### NFκB Signaling and EMT Gene Expression in Human Prostate Cancer PC3 Cells

As shown for HeLa cells (Figure 1A) and PC3 cells (Figure 1E), baseline and TNFα-activated NFκB promoter activities are profoundly reduced by low concentrations of digitoxin. We included parallel HeLa cell experiments to evaluate the possible generality of digitoxin action. Additionally, low concentrations of the digitoxin cardenolide analog oleandrin effectively suppress TNFα/NFκB signaling in both cell types. We had previously reported that oleandrin, like digitoxin, was a potent suppressor of NFκB signaling (22). Thus, both cardenolide drugs contribute to reducing NFκB signaling in these cells, affecting both baseline and TNFα-dependent mechanisms.

**Figure 1:**
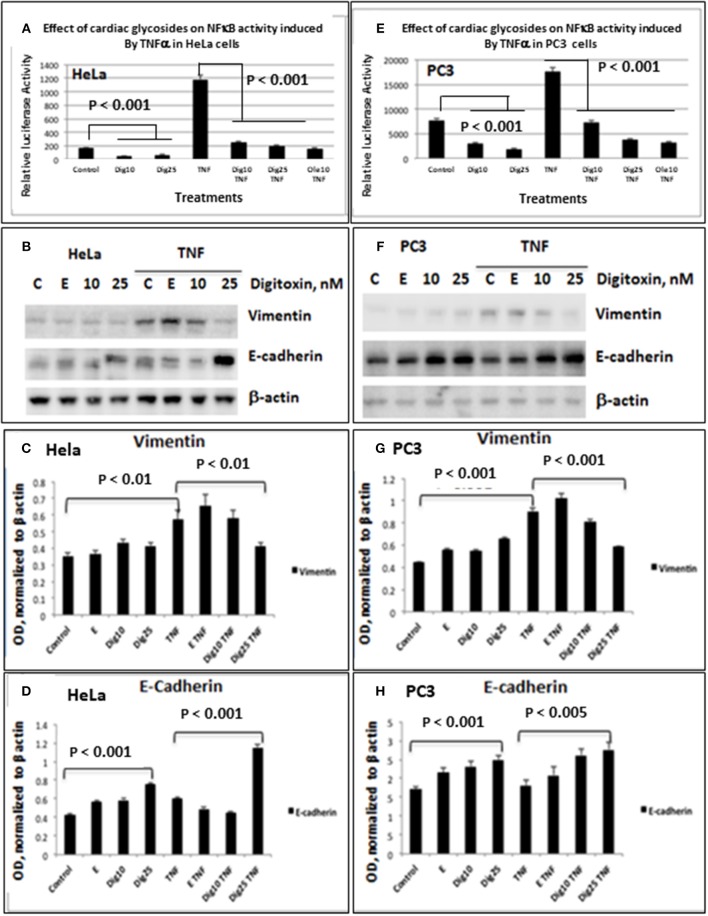
Effects of low dose digitoxin on NFκB activation and Epithelial-Mesenchymal Transition (EMT) protein expression in HeLa and PC3 cells. **(A)** Effect of digitoxin on baseline and TNFα-activated NFκB activation in HeLa cells. HeLa cells were co-transfected for 16 h with NFκB-luc and LacZ plasmids using the Fugene HD transfection reagent. Thereafter the cells were treated for 12 h with different concentration of digitoxin, and then treated with digitoxin and 20 ng/ml TNFα for 12 subsequent hours. Luciferase assays were performed with the Promega Luciferase Assay System, and the luciferase values normalized to β-galactosidase (LacZ) activity. This experiment is representative of three independent experiments. **(B)** Western blot of digitoxin effects on baseline and TNFα activated expression of Vimentin and E-cadherin in HeLa cells. Hela cells were treated with digitoxin at 10 and 25 nM concentrations, and either 20 ng/ml TNFα or control, and incubated for 24 h. The media, with drug and TNFα, were replaced every 24 h, for a total of 3 days. After this 3 day experiment, cells were harvested and assayed by western blot analysis for Vimentin and E-cadherin. Digitoxin reduced Vimentin expression, but raised E-cadherin expression. This experiment is representative of three independent experiments. **(C)** Bar graph of digitoxin effects on baseline and TNFα activated expression of Vimentin in HeLa cells. Western blots were scanned, and specific proteins were normalized with respect to β-actin expression levels. Vimentin levels were unaffected under control conditions. Exposure to TNFα raised Vimentin levels significantly (*p* < 0.01). Twenty five nanomolar digitoxin reduced TNFα-induced Vimentin expression significantly (*P* < 0.01). **(D)** Bar graph of digitoxin effects on baseline- and TNFα-activated expression of E-cadherin in HeLa cells. Western blots were scanned, and specific proteins were normalized with respect to β-actin expression levels. Under control conditions, 25 nM digitoxin raised levels of E-cadherin (*P* < 0.001). Following treatment of cells with TNFα, 25 nM digitoxin significantly, raised levels of E-cadherin even further (*P* < 0.001). **(E)** Effect of digitoxin on baseline and TNFα-activated NFκB activation in PC3 cells. PC3 cells were co-transfected for 16 h with NFκB-luc and LacZ plasmids using the Fugene HD transfection reagent. Thereafter the cells were treated for 12 h with different concentration of digitoxin, and then treated with the digitoxin and 20 ng/ml TNFα for 10 subsequent hours. Luciferase assays were performed with the Promega Luciferase Assay System, and the luciferase values normalized to β-galactosidase (LacZ) activity. This experiment is representative of three independent experiments. **(F)** Western blot of digitoxin effects on baseline and TNFα activated expression of Vimentin and E-cadherin in PC3 cells. PC3 cells were treated with digitoxin at 10 and 25 nM concentrations, and either 20 ng/ml TNFα or control, and incubated for 24 h. The media, with drug and TNFα, were replaced every 24 h, for a total of 3 days. After this 3 day experiment, cells were harvested and assayed by western blot analysis for Vimentin and E-cadherin. This experiment is representative of three independent experiments. **(G)** Bar graph of digitoxin effects on baseline and TNFα activated expression of Vimentin in PC3 cells. Western blots were scanned, and specific proteins were normalized with respect to β-actin expression levels. Vimentin levels were unaffected under control conditions. Exposure to TNFα raised Vimentin levels significantly (*p* < 0.01). Twenty five nanomolar digitoxin reduced TNFα-induced Vimentin expression significantly (*P* < 0.001). **(H)** Bar graph of digitoxin effects on baseline and TNFα activated expression of E-cadherin in PC3 cells. Western blots were scanned, and specific proteins were normalized with respect to β-actin expression levels. Under control conditions, 25 nM digitoxin raised levels of E-cadherin (*P* < 0.001). Following treatment of cells with TNFα, 10 nM and 25 nM digitoxin progressively raised E-Cadherin levels, with highest significance for the 25 nM digitoxin treatment *P* < 0.005).

To test whether low dose digitoxin affected expression of epithelial- mesenchymal-transition (EMT) proteins, we tested PC-3 and HeLa cells for digitoxin-dependent decreases in the EMT effector protein Vimentin and concomitant increases in the EMT effector protein E-Cadherin. The western blots for HeLa cells (Figure 1B) and for PC-3 cells (Figures 1F,G) show that concentrations of 10 and 25 nM digitoxin systematically and significantly *suppress* expression of TNFα-induced Vimentin. Simultaneously, the same conditions significantly and profoundly *elevate* E-Cadherin expression (Figures 1F,H). Summary bar graphs in Figure 1C (for HeLa cells) and Figure 1D (for PC-3 cells) show that digitoxin reversals of EMT signaling (*viz*., reduction of Vimentin; elevation of E-Cadherin) are dose dependent and statistically significant at a digitoxin concentration of 25 nM. These data indicate that concurrent TNFα treatment is needed for optimal activation of EMT activity. Consistently, digitoxin also reduces the viability (Figure 2A) and growth rate (Figure 2B) of PC3 cells. Figure 2C summarizes the TGFBR2 promoter sequence, emphasizing the proximal tandem NFκB binding sequences. Consistently, Figure 2D shows that 25 mM digitoxin optimally suppresses TGFBR2 protein expression in PC3 cells, in the presence or absence of concurrent TNFα treatment. Finally, Figure 2E shows that PC3 cells grow as fibroblast-like cells under control condition, and that digitoxin reduces PC3 cell density and may change structural appearance. In summary, Figure 2F shows that digitoxin blocks not only TNFα/NFκB signaling in PC3 cells, but also blocks signaling to TGFβ through TGFBR2, and subsequent EMT signaling through E-cadherin and Vimentin.

**Figure 2:**
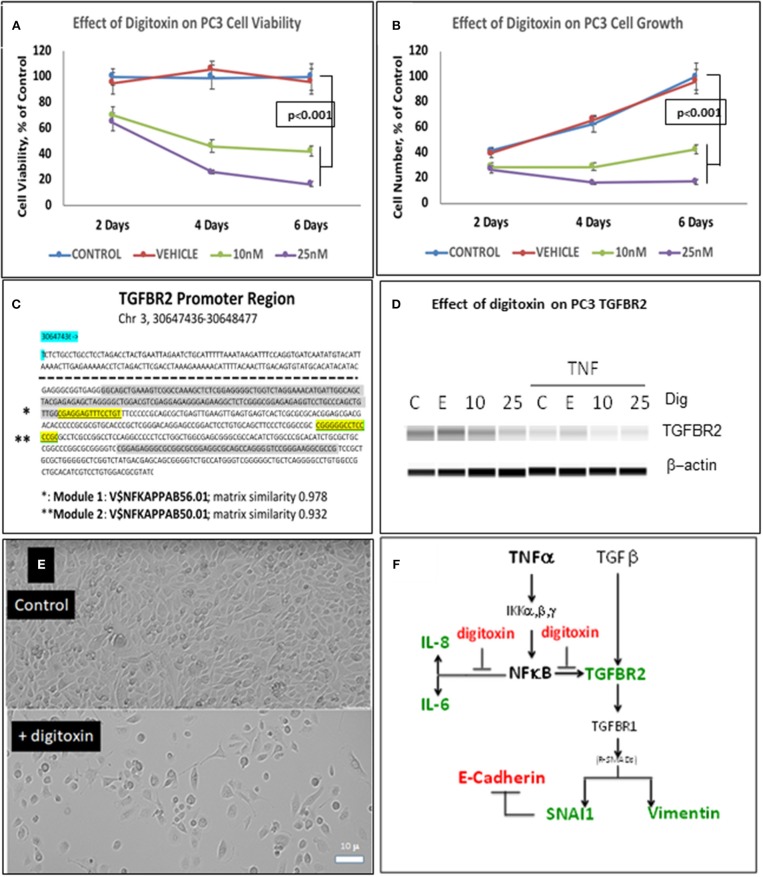
Influence of digitoxin on PC3 and Hela cell viability and growth, and on expression of TGFBR2 protein in PC3 cells. **(A)** Effect of digitoxin on PC3 cell viability. Conditions and abbreviations are as in part A. **(B)** Effect of digitoxin on PC3 cell growth. Conditions and abbreviations are as in part A. **(C)** TGFBR2 Promoter sequence analysis. Data are from the Genomatix Pathway System. Module 1 (^*^) is a composite tandem module of transcription factors composed of two KLFS (Krupple-like Transcription Factor sequences; ^*^ gray color code), followed by an NFκB family member p65 (RELA, ^*^ highlight). This is the “strongest” NFκB promoter. Module 2 (^**^) is the “less strong” NFκB site, and is juxtaposed to a Sp1 site (^**^ gray color code). Matrix Similarity is scored as 1.000 being 100% strength and 0.900 being 10% strength. For clarity, the dotted line represents sequences distal to proximal regions containing the two κB sequences. **(D)** Influence of digitoxin on TGFBR2 expression in PC-3 Cells. PC-3 cells were cultured for 3 days with TNFα (10 ng/ml), and either 0, 10 or 25 nM digitoxin. Fresh media, with TNFα and digitoxin, were added each day. Capillary Western blot analysis (Protein Simple, San Jose, CA), shown here, was carried out as described in Methods. **(E)** Influence of digitoxin on PC cell culture morphology. Upper panel are PC-3 cells growing under vehicle control conditions for 3 days. Lower panel are PC cells growing in the presence of 25 nM digitoxin. The size marker in lower left of the lower panel is 10 microns. As expected from analysis of growth there are far fewer cells surviving in the presence of digitoxin. In all cases, all analytic data are normalized to the MTT signal to correct for cell number. **(F)** Summary: Digitoxin blocks EMT collaboration between NFκB and TGFβ signaling by inhibiting expression of TGFBR2 in PC3 cells. Downstream of TGFBR2 there is reduced Vimentin expression and elevation of E- Cadherin due to inhibition of SNAI1. Color code: red, elevated; green, reduced.

To further test the ability of digitoxin to suppress EMT, we used RNA-seq to examine the effect of digitoxin on the expression and ratio of mRNAs for *HSPB1* and *RBFOX2*. HSPB1 is a positive biomarker for EMT in prostate cancer (35), while RBFOX2, regulates both epithelial and mesenchymal splicing events (36). Figure 3A shows that incubation of PC3 cells with digitoxin and TNFα for 3 days significantly results in a *ca* 30% reduction in *HSPB1* mRNA (*P* = 0.0239) compared to control conditions. Figure 3B shows that the ratio of *HSPB1/RBFOX2* is significantly reduced by *ca*. 41% (*P* = 0.0179). The digitoxin-dependent reduction of both HSPB1 and the HSPB1/RBFOX2 ratio can be interpreted as supporting the concept that digitoxin suppresses EMT in human PC3 cells.

**Figure 3:**
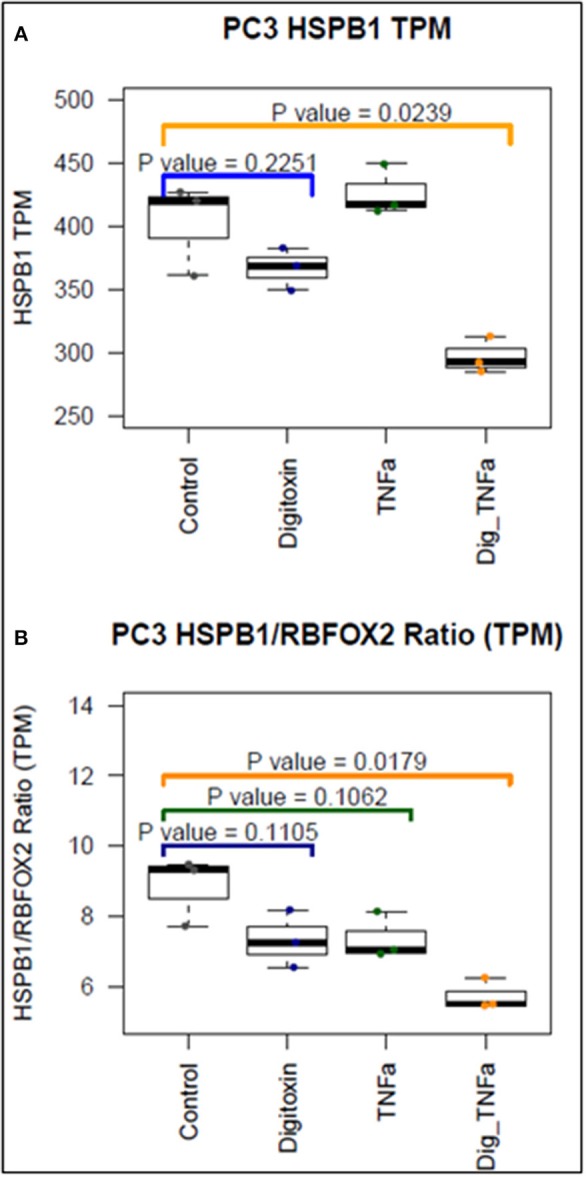
Effect of digitoxin on *HSPB1* and *RBFOX2* mRNA expression in PC3 cells. **(A)** Effect of digitoxin (25 nM) on *HSPB1* mRNA expression. Neither digitoxin (25 NM) nor TNFa (10 ng/ml) have significant effects on HSPB1 mRNA expression. However, both TNFa and digitoxin together significantly reduce HSPB1 expression (*P* = 0.0239; *N* = 3). Three day exposure; Data are from RNA-seq experiments. TPM are transcripts per million. **(B)** Effect of digitoxin (25 nM) on HSPB1/*RBFOX2* mRNA ratio. Exposure of cells to digitoxin alone, or TNFα alone, do not exert a significant effect in the ratio. However, in the presence of both TNFα and digitoxin, the ratio is significantly reduced by ca. 41% (*P* = 0.0179; *N* = 3). Three day exposure, Data are from RNA-seq experiments. TPM are transcripts per million.

### Digitoxin Suppresses Primary and Metastatic Prostate Cancer

To test for the ability of digitoxin to suppress castration resistant prostate cancer *in vivo*, we subcutaneously injected passaged rat tumor cells into syngeneic rats. Then, 10 days later we treating the rats with digitoxin or vehicle. After a total of 40 days we measured both growth of the primary tumor and metastases to the lung. As shown in Table 1 and Figures 4A–F, digitoxin treatment significantly reduced primary tumor weights. Digitoxin also reduced the numbers and sizes of metastases. Inasmuch as 10 days had passed between initial tumor cell implant and initiation of digitoxin treatment, the data suggested that metastasis was an ongoing process, and could have been interrupted by digitoxin. If this hypothesis were correct, we reasoned that the sizes of metastasis should be limited in the digitoxin-treated tumors. To test this hypothesis, we constructed a comprehensive stagger plot for drug-dependent changes in metastasis size. For this purpose 15 control (vehicle) treated rats (see Figure 5A) and 15 digitoxin-treated rats (see Figure 5B) were comprehensively analyzed. Inspection of controls in Figure 5A showed a wide distribution of sizes. However, in rats treated with digitoxin there was only a limited distribution of sizes (see Figure 5B). To quantitate this observation further, we prepared detailed histograms from one typical control rat (Figure 5C) and one typical digitoxin-treated rat (Figure 5D). The control rat had a multimodal distribution of sizes, while the digitoxin-treated rat revealed a virtual *unimodal* distribution of sizes. These data suggested that digitoxin might arrest seeding of metastases upon administration on day 10, and permit survival and limited growth only for those metastases that had already been established.

**Table 1:** Influence of digitoxin on growth of tumor and metastases, from cells administered by subcutaneous route in flank.

**Primary tumor given on day 0, digitoxin on day 10 for 30 days**	**Primary tumor**	**Mz number**	**Mz diameter, mm**		**Mz area, mm**^****2****^		**Total Mz Area**
			**Average**	**Median**	**Average**	**Median**	
**Digitoxin-treated (*****n*** **=** **15 rats)**							
Average	19.3	28	0.92	0.87	0.86	0.71	33
Median	19.6	16	1.07	0.98	0.96	0.75	16
SD	3.2	38	0.42	0.39	0.51	0.38	50
Sem	0.9	10	0.11	0.10	0.14	0.10	13
**Control (*****n*** **=** **15 rats)**							
Average	24.5	80	1.25	1.15	1.50	1.06	123
Median	24.8	41	1.24	1.15	1.41	1.03	55
SD	3.1	88	0.18	0.18	0.47	0.31	149
Sem	0.8	24	0.05	0.05	0.13	0.08	40
**Comparison**							
**Control vs. Digitoxin-treated**							
Ratio of averages	1.27	2.86	1.36	1.32	1.73	1.49	3.78
Ratio of medians	1.27	2.56	1.15	1.17	1.48	1.37	3.52
Student's *t*-test (1–tailed)	6.40E-05	0.022	0.004	0.010	0.001	0.005	0.017
Mann-Whitney test (1–tailed)	2.00E-04	0.009	0.002	0.004	0.001	0.004	0.002

**Figure 4:**
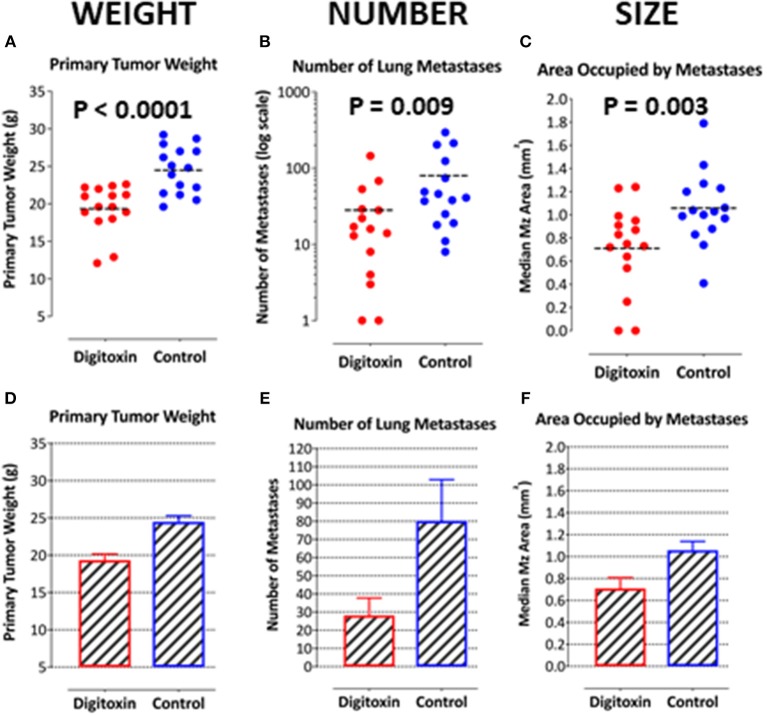
Influence of digitoxin treatment on primary tumor weight and on number and sizes of metastases from tumor cells implanted subcutaneously. **(A)** Digitoxin effect on primary tumor weight. The differences in digitoxin-dependent average and median weights vs. controls are significant (parametric Student's *t*-test, *p* = 6.4 × 10 ^−5^; non-parametric Mann-Whitney, *p* = 2 × 10^−4^). Data are summarized in Table 1, and as a bargraph in **(D)**. **(B)** Digitoxin effect on number of metastases, seeded from the primary tumor. Numbers of metastases are found to be reduced by digitoxin-treatment from an average of 80/lung to an average of 28/lung. The differences are significant (for the averages, parametric Student's *t*-test, *p* = 0.022; non-parametric Mann-Whitney, *p* = 0.009). Data are summarized in Table 1, and as a bar graph in **(E)**. **(C)** Digitoxin effect on sizes of metastases, seeded from the primary tumor. Digitoxin treatment was found to reduce the median area of metastases from 1.06 to 0.71 mm^2^. The differences were significant (parametric Student's *t*-test, *p* = 0.0001; non-parametric Mann-Whitney, *p* = 0.004). Data are summarized in Table 1, and as a bar graph in **(F)**. **(D)** Bar graph of data in **(A)**. Digitoxin effect on primary tumor weight. **(E)** Bar graph of data in **(B)**. Digitoxin effect on number of metastases, seeded from the primary tumor. **(F)** Bar graph of data in **(C)**. Digitoxin effect on sizes of metastases, seeded from the primary tumor.

**Figure 5:**
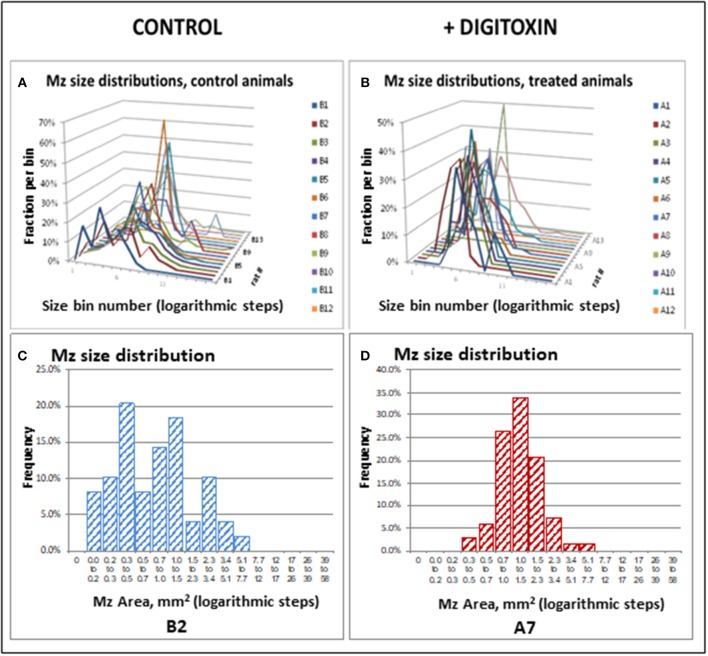
Stagger plots show effect of digitoxin on diameters of metastatic sites on pleural surface which have seeded from primary tumors. **(A)** Distribution of individual metastasis diameters in control (no drug treatment) rats. There are 15 such rats in the plot. **(B)** Distribution of individual metastasis diameters in treated (treatment with digitoxin) rats. There are 15 control rats in the plot. **(C)** Histogram of size distribution for metastases from a representative control rat Distribution is multimodal. **(D)** Histogram of size distribution for metastases from a representative digitoxin-treated animal. The distribution is monomodal.

To further test this hypothesis, we bypassed biological metastasis by administering tumor cells through intravenous tail vein injection. Digitoxin treatment was then initiated immediately, and continued until animals were sacrificed on day 10. Table 2 and Figures 6A,C) show that the *number* of implanted/metastatic sites were now virtually the same, with or without digitoxin. However, *sizes* of intravenous-administered metastases are now significantly lower in the drug-treated group (Figures 6B,D; *P* = 0.004). These data suggest that once in circulation, the cancer cells have equivalent access to the pleural niche. However, digitoxin also reduced the growth rate for the implanted metastasis, whether it has been seeded directly from the primary tumor, or by intravenous injection.

**Table 2:** Influence of digitoxin on implantation and growth of metastases-like tumors from cells administered by intravenous route.

**Prostate cancer cells and digitoxin both given on day 0 for 10 days**	**Primary tumor**	**Mz number**	**Mz diameter, mm**		**Mz Area, mm**^****2****^		**Total Mz Area**
			**Average**	**Median**	**Average**	**Median**	
**Digitoxin**-**treated (*****n*** **=** **14 rats)**							
Average	–	122	1.79	1.76	2.76	2.50	390
Median	–	127	1.80	1.77	2.72	2.46	327
SD	–	78	0.31	0.29	0.92	0.79	294
Sem	–	21	0.08	0.08	0.24	0.21	78
**Control (*****n*** **=** **14 rats)**							
Average	–	129	2.10	2.07	3.79	3.43	526
Median	–	131	2.07	2.07	3.53	3.37	498
SD	–	64	0.34	0.33	1.16	1.00	317
Sem	–	17	0.09	0.09	0.31	0.27	85
**Comparison**							
**Control vs. Digitoxin-treated**							
Ratio of averages	–	1.05	1.17	1.17	1.37	1.37	1.35
Ratio of medians	–	1.03	1.14	1.17	1.30	1.37	1.52
Student's *t*-test (1–tailed)	–	0.411	0.009	0.008	0.008	0.005	0.125
Mann-Whitney test (1–tailed)	–	0.492	0.005	0.003	0.005	0.003	0.104

**Figure 6:**
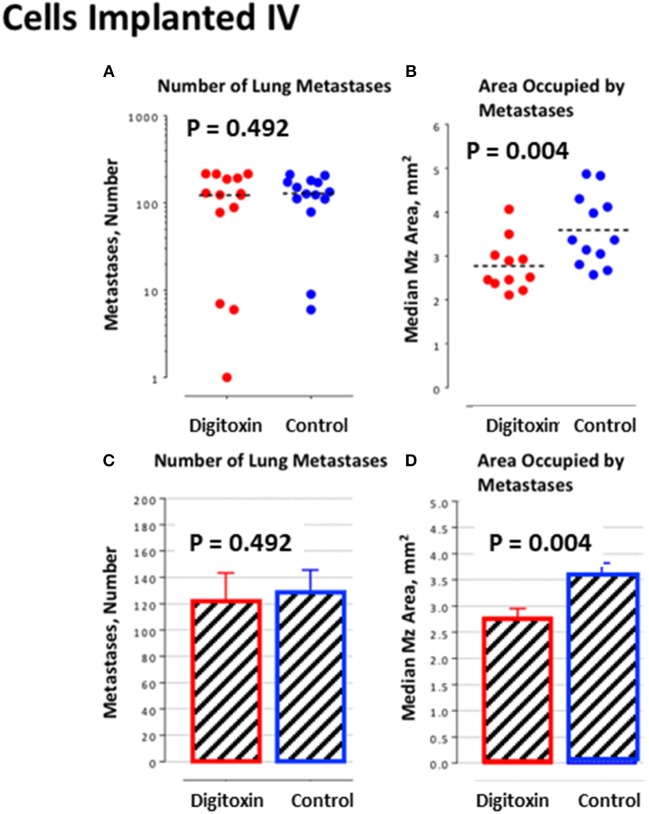
Influence of digitoxin treatment on number and size of lung metastases from tumor cells implanted intravenously. **(A)** Number of lung metastases following intravenous administration of tumor cells. Color code: red = digitoxin; blue vehicle control. Medians are identical *P*, 2 tailed = 0.492; *N*, digitoxin = 13; *N*, control = 14. **(B)** Area occupied by lung metastases following intravenous administration of tumor cells. Color code the same as in part A. Significantly less area occupied by tumor cells in digitoxin-treated rats (*P*, 2 tailed = 0.004; *N*, digitoxin = 11; *N*, control = 12). **(C)** Bar plot for data in Part A. **(D)** Bar plot for data in Part B.

Finally, to test whether treatment with digitoxin provided any survival benefits to the rat under a clinically relevant condition, we again implanted tumor cells subcutaneously into 30 rats. Ten days later, we began treating half the rats with digitoxin. Eight days later (day 18), we resected all primary tumors from all the animals. Digitoxin- treated rats which survived resection surgery continued to receive a daily injection of digitoxin for the duration of the experiment. Figure 7 shows that all control rats experienced primary tumor recurrence, and had expired by *ca* day 50. By contrast, digitoxin treated rats survived significantly longer, with 30% of the animals surviving up to day 80. Post-mortem analysis on day 80 of these drug-treated survivors showed no evidence of primary tumor recurrence after resection. Survival curves of treated vs. untreated were significantly different based on a log rank Mantel-Cox Chi-Square test (*P*, 2 tailed = 0.035). Thus, the effect of the drug treatment was to extend survival for digitoxin- treated rats following resection, and to confer long term resistance to tumor recurrence on a significant fraction of the digitoxin-treated animals following tumor resection.

**Figure 7:**
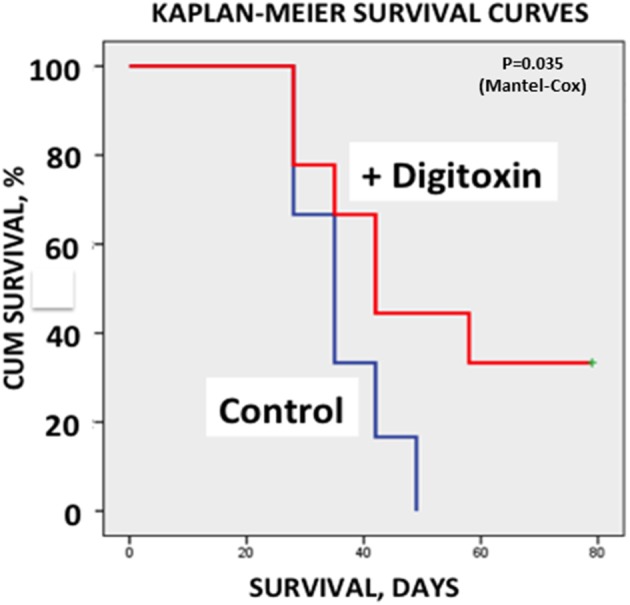
Influence of digitoxin treatment on survival following tumor resection. Following subcutaneous implantation of tumor cells into 30 rats, digitoxin administration was initiated on 15 of the rats 10 days later. Eight days late, all tumors were resected. Surviving digitoxin-treated rats received daily digitoxin treatment for duration of the experiment. All surviving control (no digitoxin treatment) rats experienced tumor recurrence and all had expired by *ca*. day 50. However, by day 80, 30% of digitoxin-treated rats were still surviving a grossly tumor free when necropsied. Kaplan-Meier Survival Curves were significantly different based on a log rank Mantel-Cox Chi-Square test (*p*, 2 tailed = 0.035).

### Tumor Stratification and Grouping for Transcription Profiling

To aid in grouping and selecting tumors and tumor regions suitable for RNA-seq analysis, we first stratified animals on the basis of serum IL-6 and serum CINC-1 (see Figure 8A, 1–4). CINC-1 is the equivalent of human IL-8 in the rat. High levels of circulating IL-6 and IL-8 are biomarkers for severe metastatic prostate cancer in humans (37, 38), and relative levels of these immune mediators are considered to be surrogates for tumor burden (39, 40). Figure 8A, 1–4 shows that by day 30 after starting digitoxin administration, tumor-bearing rats had significantly *lower* levels of both IL-6 and CINC-1 in their sera. Thus, the composite *reductions* in IL-6 and CINC-1 correlate closely with the digitoxin-dependent *reductions* in primary tumor weights shown in Table 1. Figure 8B shows the two biomarkers graphed against one another. This strategy linearly stratifies control “B” rats, which express the highest levels of both biomarkers, from digitoxin-treated “A” rats, which express the lowest level of both biomarkers. “A” rats (digitoxin-treated) and “B” rats (vehicle only) were then **p**icked randomly from the lower and upper extremes, respectively, from the IL-6 vs. CINC-1 graph (Figure 8B). Frozen tumor tissues from these rats were then individually sectioned serially into 20 micron and 300 micron sections. The 20 micron sections were stained with Haemotoxylin and Eosin to permit easy identification of cancer cell islands. Representative stained sections are shown in Figure 8C for a control “B” tumor, and in Figure 8D for a digitoxin-treated “A” tumor. For RNA isolation, this stained section was then used as a “stencil” to micropunch regions in the 300 micron sections that were rich in tumor cell islands. 

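Messenger RNA was sequenced from tissue of 6 rats bearing PAIII tumors, described by the labels and the paper as primary tumors, with 1 library per rat. PAIII is a transplantable rat prostate cancer line. The labels give rats A1, A6 and A12 as digitoxin-treated and rats B5, B9 and B14 as vehicle controls, so n = 3 in each group. Digitoxin was given at 0.03 mg/kg from day 10, and tumors were taken on day 40. The authors made TruSeq libraries, sequenced single reads on a Genome Analyzer IIx, aligned them with Bowtie 2 and TopHat 2, and computed FPKM with Cufflinks 2. The text of the paper does not name the genome build, so positions are those given with the values. The table holds 17557 rows under 17030 gene symbols. A symbol on more than 1 row was read from the row with the highest mean FPKM. The sum of FPKM per library ran from 651322 in B14 to 1025231 in A6. Reads were not analysed here, so the depth behind each FPKM is unknown, and an entry of 0 is reported only as listed at 0. Differences were tested on log2(FPKM + 1), which understates the change of low mRNAs, with limma's moderated test for the 10749 rows with a mean of at least 1 FPKM. Tests are two-sided, and the p-values of limma are adjusted by the method of Benjamini and Hochberg. An exact permutation test of 3 tumors against 3 cannot go below p = 0.10. Libraries were not most alike within a group. The highest correlation across genes was r = 0.985, between A12 and B14, while r between A6 and A12 was 0.625. Genes are not independent replicates. The surfactant mRNA Sftpc was at 19188 FPKM in B5 and 24105 FPKM in B9 but at 0.229 FPKM in A12 and listed at 0 in B14. Groups follow the labels throughout. After the values were seen, the labels were compared with the fold changes of Supplementary Table 1. Across its 91 mRNAs with a fold change and a P under 0.05, the log2 ratios of the labelled groups had r = 0.00910 with those of the table. Spearman's rho was 0.246, and 66 of the 91 had the same sign. The highest r among the 20 assignments of the 6 libraries to the groups was 0.839, which differs from the labels in A1 and B9. Directions given for digitoxin therefore hold for the libraries as labelled.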

Libraries were prepared for transcription profiling of mRNAs on an Illumina platform. 

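The number of rows above 0 FPKM was 13445 in A1, 12689 in A6, 12148 in A12, 12845 in B5, 13503 in B9 and 12470 in B14, with a mean of 12850. Of all rows, 14414 were above 0 in at least 1 tumor, 11175 in all 6 and 3143 in none. The mean number per tumor fell to 10339 with a minimum of 1 FPKM, the threshold that changed it most. The 10 most abundant rows held 9.24% of the FPKM sum in B14 and 36.3% in A6.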

Approximately 17,000 mRNAs were identified and quantitated from each of the tumors. 

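With limma's test, 0 of the 10749 rows differed between digitoxin-treated and control tumors at an adjusted p under 0.05, and the smallest adjusted p was 0.926. At an unadjusted p under 0.05 there were 36 rows (13 without A6 or without B9 and 2114 without A12). Of the 36, 7 had a higher mean and 29 a lower mean with digitoxin. Chance alone would give 537. A change of at least 2-fold together with an unadjusted p under 0.05 was met by 22 rows, 3 higher and 19 lower. Leaving out A12 moved this count most, to 1658 rows, and with the replicate number as a block it was 296. The groups did not overlap for 447 rows, or 4.16% of those tested, against 10% by chance. Rows with an unadjusted p under 0.05 whose groups did not overlap were ranked. The largest rises were those of Leap2, Rmrp (a non-coding RNA), Sncg, Cfd and Gstm1, with log2 fold changes of 2.67, 2.08, 1.34, 0.89 and 0.67. Their standard errors were 1.01, 0.81, 0.43, 0.36 and 0.23. The largest falls were those of Slc14a1, Cybb, Mpeg1, Slc6a6 and Eif3h, at -1.75, -1.63, -1.59, -1.52 and -1.49. Their standard errors were 0.56, 0.54, 0.58, 0.59 and 0.50. Rmrp was listed at 0 in B14 and Slc14a1 at 0 in A6, and Leap2 was at 1.27e-05 FPKM in B14. The rises of Leap2 and Rmrp rest in part on B14, since without it they were 1.48 and 1.15. Without A6, Cfd became 0.57, Mpeg1 -1.02 and Slc6a6 -0.98. None of these 10 passed the adjusted threshold, and of the 6 fits that each left out 1 tumor, from 2 to 4 kept the unadjusted p of each under 0.05.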

Supplemental Table 1 shows that 101 mRNAs out these *ca* 17,000 mRNAs were found to be different from control by at least 2-fold, and to be significantly different from control at the level of *P*, 2 tailed < 0.05. For convenience, we also include in this list an additional significant 81 mRNAs which only trend toward significance (*viz*, at least 2-fold change, but 0.05 < *P* < 0.10). Supplemental Table 2 lists 32 out of the 101 significantly affected mRNAs that are associated with cancer in the literature. Of these 32 mRNAs, 17 (*ca* 53%) are biomarkers for highly aggressive, poor outcome human CRPC.

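Supplementary Table 2 lists 34 gene symbols, all of them in the FPKM table, and 33 passed the minimum mean of 1 FPKM. Of these, 29 had a lower and 4 a higher log2 fold change in digitoxin-treated tumors, with a median of -0.80. Relative to the median of all tested rows, which was -0.16, it was -0.64. Median-of-ratios scaling of the libraries moved the median of all rows by 0.18 on the log2 scale and left 28 of the 33 lower. The count went down most without A12, to 23. The count of lower mRNAs is not a count of matches with the paper. Ptgis, Wt1, Cmah and Cebpa were the 4 higher ones, and Supplementary Table 2 gives each as lower. Padi1 and Atg9b are among the 29, and it gives both as higher. Cd53 was the only one with an unadjusted p under 0.05. It measured 66.0 ± 24.8 FPKM (SD, n = 3) with digitoxin and 114 ± 30.3 FPKM (SD, n = 3) in controls. Its log2 fold change of -0.81 (standard error 0.33) did not pass the adjusted threshold. Cd53 was lower in every digitoxin-treated tumor, but narrowly, with 94.1 FPKM in A1 and 95.6 FPKM in B9. Median-of-ratios scaling divides these by 1.01 and 1.18, after which the groups overlap. With each tumor left out in turn, the unadjusted p of Cd53 was under 0.05 in 1 of the 6 fits, the one without A1. Adjusted over the list alone, 0 of the 33 passed, and the smallest adjusted p from limma was 0.584. By the paper's account the study chose the list on these samples, so that adjustment is not taken as independent evidence. Csf3 was at 5.90 in A1, 0.319 in A6, 88.6 in A12, 14.1 in B5, 14.1 in B9 and 51.5 in B14, in FPKM. Rps14 was below the minimum mean, and reads of ribosomal protein genes can be shared with their pseudogenes, so its value is uncertain.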

**Figure 8:**
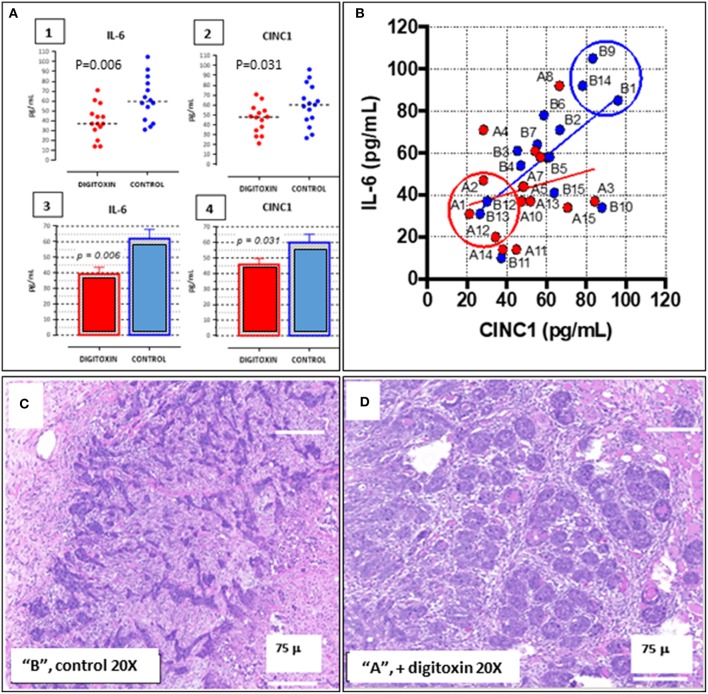
Distribution of IL-6 and CINC-1 (rat equivalent to human IL-8) in serum from drug-treated vs. untreated rats bearing CRPC tumors. **(A)** Dot-plots of serum cytokine and chemokine. (1) IL-6 in serum from rats bearing tumors, treated with digitoxin (red dots) or without digitoxin (blue dots). (2) Dot-plots of CINC-1 in serum from rats bearing tumors, treated with (red dots) or without (blue dots) digitoxin. (3) Bar graph of IL-6 data in part (1). (4) Bar graph of CINC-1 data in part (2). **(B)** Graph of levels of IL-6 and CINC-1 in sera from rats bearing tumors. Color code is treatment with digitoxin (red dots) or control (blue dots). **(C)** Representative Hematoxylin & Eosin-stained section of tumor from control (“B”) rat section. Cancer cells occur as “islands” of dark staining cells embedded in matrix. Magnification is 20×; Bar is 75 microns. **(D)** Representative Hematoxylin & Eosin-stained section of tumor from digitoxin-treated (“A”) rat. Tumor cells occur as “nests” of dark staining cells embedded in matrix. Magnification is 20×; Bar is 75 microns.

### Gene Ontology Analysis of Digitoxin Targeted Genes

To test for common targets of these digitoxin-dependent genes, we subjected the set of 101 (P, 2 tailed < 0.05) mRNAs to Gene Ontology (GO) analysis. Figure 9A shows that the principal effect of digitoxin is on *Inflammatory Response* (*P* = *ca*. 10 ^−8^). Figure 9B describes the results of a secondary gene ontology (GO) analysis of subcategories of *Inflammatory Response*. 

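The gene ontology analysis was not repeated. Instead, 23 lists of genes written from general knowledge before the data were examined were tested with limma's camera at a preset correlation of 0.01 between genes. Adjusted p-values are over the 23 lists. The median log2 fold change of the 79 tested genes of leukocyte adhesion and diapedesis was -0.23 (adjusted p = 0.586), and that of the 40 tight junction genes was -0.34 (adjusted p = 0.586). With each tumor left out in turn, the leukocyte median ran from -0.46 (without A1) to -0.0225 (without A12) and the tight junction median from -0.47 (without A1) to -0.10 (without A6). The leukocyte list passed the threshold without A6, with an adjusted p of 0.000737, and over its alternatives the adjusted p ran from 0.000737 to 0.963. Relative to the median of all rows the leukocyte and tight junction medians were -0.0673 and -0.18. For circadian rhythm, 8 genes that peak with Per had a median of 0.0469 (adjusted p = 0.394), with 4 higher and 4 lower, and this median was -0.50 without A1, -0.0113 without B9 and -0.0435 without B14, and at most 0.42 (without A12). The 5 genes that peak with Arntl had a median of -0.40 (adjusted p = 0.407), which ran from -0.59 (without A12) to -0.28 (without A1). Without A6 both clock lists passed, with adjusted p-values of 0.0249 and 0.0475, within ranges of 0.0249 to 0.963 and 0.0475 to 0.993 over their alternatives. Among the clock mRNAs, Nr1d1 was higher in every digitoxin-treated tumor, with a log2 fold change of 0.64 (standard error 0.25), and did not pass the adjusted threshold. With each tumor left out in turn, it ran from 0.55 (without B5) to 0.80 (without B14). Nr1d2 had -1.24 (standard error 0.80), Cry2 -0.56 (0.47), Clock -1.05 (0.81), Nfil3 -0.40 (0.33) and Cry1 -0.31 (0.43). Clock was listed at 0 in A6. With 1 tumor left out, Nr1d2 ran from -1.78 (without A12) to -0.31 (without A6), Cry2 from -0.90 (without A1) to -0.20 (without A6) and Clock from -1.74 (without A12) to -0.52 (without B14). Nfil3 ran from -0.59 (without A12) to -0.10 (without A1) and Cry1 from -0.52 (without B9) to 0.0405 (without B14). The log2 fold changes of Per1, Per2, Per3, Dbp, Tef, Arntl and Npas2 were -0.0787, 0.17, -0.41, 0.55, 0.40, -0.69 and 0.0812. Their standard errors were 0.45, 0.65, 0.64, 0.66, 0.83, 0.58 and 0.70, in the same order. With median-of-ratios scaling Per1 became 0.10. With 1 tumor left out, Per1 ran from -0.54 (without A1) to 0.23 (without A6), Per2 from -0.47 (without A1) to 0.76 (without A12), Per3 from -1.03 (without A1) to 0.12 (without A6) and Dbp from -0.0350 (without A1) to 0.98 (without A12). Tef ran from -0.23 (without A1) to 1.33 (without A12), Arntl from -1.25 (without A12) to -0.28 (without A1) and Npas2 from -0.49 (without A6) to 0.64 (without B9). Per1 also became 0.0732 without A12 and 0.0269 without B9, Per2 -0.0495 without B9, and Npas2 -0.20 without B5 and -0.19 without B14. Usp2 fell below the minimum mean, and Hlf, Bhlhe41 and Ciart were not analysed here.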

In ascending order of *P*-value, these include granulocyte adhesion and diapedesis (movement of neutrophils, eosinophils, and basophils from blood into tissue); agranulocyte adhesion and diapedesis (movement of lymphocytes and monocytes from blood into tissue); leukocyte extravasation signaling (a general term for all nucleated formed elements in the blood); circadian rhythm signaling; tight junction signaling (*viz*., epithelial-to-mesenchymal-transition, EMT); and cAMP-mediated signaling. Thus, this set of molecular characteristics identifies both cancer cells and their tumor microenvironment as gene expression targets for digitoxin.

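Lists of cell-type genes were tested in the same way. Their median log2 fold changes were -0.0892 (adjusted p = 0.791) for 18 neutrophil genes, -0.19 (adjusted p = 0.416) for 26 macrophage genes, -0.0183 (adjusted p = 0.732) for 20 T and NK cell genes, 0.0745 (adjusted p = 0.347) for 7 B and plasma cell genes, and -0.32 (adjusted p = 0.868) for 12 mast cell genes. The directions of the neutrophil, macrophage and T and NK cell lists reversed with median-of-ratios scaling, to 0.0972, 0.00557 and 0.16. Relative to the median of all rows, the neutrophil, macrophage and T and NK cell lists stood at 0.0738, -0.0254 and 0.14. Leaving out 1 tumor also reversed these medians, to 0.0763 without A12 and 0.17 without B5 for neutrophil, 0.17 without A12 for macrophage, 0.62 without A12, 0.0729 without B5 and 0.40 without B9 for T and NK cell, -0.14 without A1, -0.0957 without A6 and -0.14 without B14 for B and plasma cell, and 0.31 without A12 and 0.36 without B5 for mast cell genes. In their first direction they reached -0.65 (without B14), -0.48 (without A1), -0.60 (without B14), 0.55 (without A12) and -1.35 (without B14), in the same order. All 5 lists passed the threshold in at least 1 such fit. The adjusted p was 0.00313 without A6 and 0.0277 without B14 for neutrophil, 0.000109 without A6 for macrophage, 9.98e-05 without A6, 0.0295 without A12 and 0.0207 without B14 for T and NK cell, 0.0344 without A12 for B and plasma cell, and 0.00956 without A6 and 0.000374 without B14 for mast cell genes. Over the alternatives run, the highest adjusted p of each of the 5 was above 0.96. The 21 fibroblast genes had 0.0368 (adjusted p = 0.0598), and -0.56 without A12, -0.53 without B5 and -0.27 without B9, against up to 0.83 (without B14). Their adjusted p was 0.0282 when the replicate number was a block, 0.00884 without A1, 2.91e-06 without A6 and 1.95e-15 without B14, and ran from 1.95e-15 to 0.963 over the alternatives. The 25 endothelial genes had 0.52 (adjusted p = 0.00141), with 19 higher and 6 lower. Their median became -0.14 without A6 and -0.0152 without B14, and up to 1.39 (without A12), and their adjusted p 0.0836 without A1, 0.763 without A6 and 0.205 without B14, and 0.0761 with median-of-ratios scaling (from 9.88e-08 to 0.963 over the alternatives). All 29 tested cell cycle genes were lower on average with digitoxin, with a median of -0.98 (adjusted p = 0.000129). Their median FPKM was 23.0 in A1, 3.87 in A6 and 58.5 in A12, against 28.6, 31.1 and 53.4 in B5, B9 and B14. Without A6 the median log2 fold change became -0.0970 and the list no longer passed. None of the 23 lists passed under limma's fry, which estimates the correlation between genes, and the smallest adjusted p there was 0.963. From its gene ontology categories, the paper concludes that cancer cells and their microenvironment are both targets of digitoxin.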

**Figure 9:**
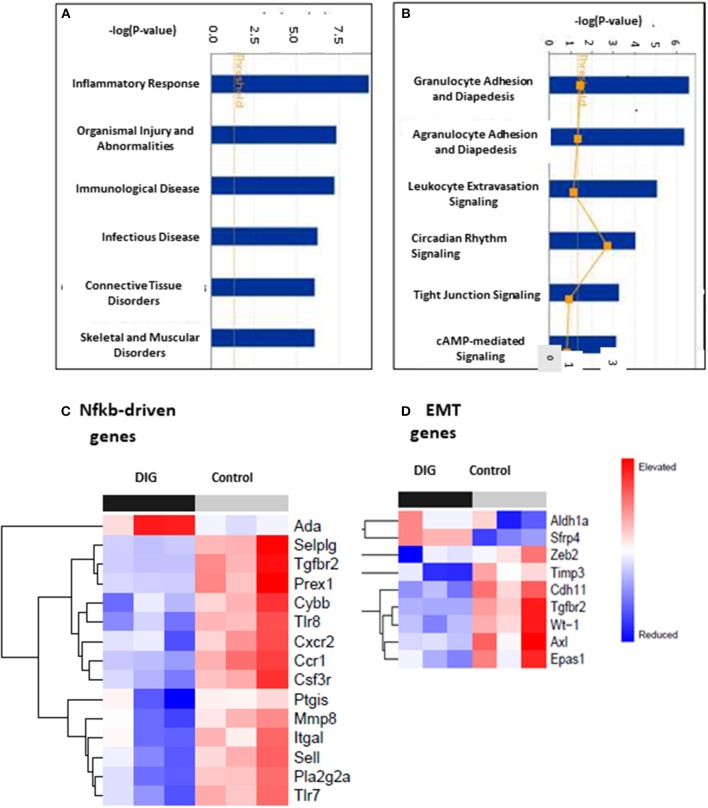
Gene ontology (GO) and Heat map analysis of digitoxin-dependent genes in stratified primary tumors. **(A)** Principal Gene Ontology (GO) analysis by IPA of digitoxin effects on transcription profiling of mRNA. The principal drug effects on mRNA and microRNA expression is on *Inflammatory Response* (#1, *P*, 2 tailed = *ca*. 10 ^−8^) and *Immunological Disease* (#3, *P*, 2tailed = *ca*. 10 ^−6^). Other significant and relevant categories include *Organismal Injury* and *Infectious Disease*. **(B)** Secondary Gene Ontology (GO) analysis by IPA of digitoxin effects on Inflammation on transcription profiling of mRNA. Within the category of the “inflammatory response” shown in Part A, the top three sub-GO categories refer to adhesion and diapedesis (movement of cells from blood to tissue) for granulocytes and agranulocytes, and for leukocyte extravasation signaling (all with *P*, 2 tailed < 1EXP-5). The fourth category is circadian rhythm signaling. **(C)** Effect of digitoxin on expression of Nfkb-driven mRNAs in stratified primary tumors. Among the top 15 genes in this category, 14, including Tgfbr2, are suppressed by treatment with digitoxin. **(D)** Effect of digitoxin on expression of Epithelia-to–Mesenchymal (EMT) mRNAs in stratified primary tumors. Of the 9 genes in this category, two are elevated (Aldh1a and Sfrp4) and 7 are reduced (Zeb4, Timp3, Cdh11, Tgfbr2, Wt-1, Axl, and Epas1).

### Digitoxin Suppresses Nfkb Signaling in Primary Tumors

To test whether the mechanism of digitoxin action in these CRPC tumors in the rat model might involve suppression of Nfkb-driven genes in primary tumors, we surveyed the set of all significantly affected mRNAs at the *P* < 0.05 level. Based on the presence of at least one functional Nfkb sequence, and supporting data from the literature, we identified 17 Nfkb-driven genes. Figure 9C shows a heatmap analysis of the top 15 genes. 

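All 15 mRNAs of Figure 9C were in the FPKM table. The log2 fold change was below 0 for 13 of them, and these 13 were also lower with median-of-ratios scaling. The log2 fold changes of the 15 ran from -1.63 for Cybb to 0.47 for Ptgis, with a median of -0.76, or -0.59 relative to the median of all rows. The count was moved most by leaving out A12 or B5, either of which gave 11. None of the 15 passed an adjusted p under 0.05, over all rows or adjusted over the list alone, where the smallest adjusted p from limma was 0.315. The list was, by the paper's account, chosen on these samples. Cybb, on chromosome X from 15359404 to 15391317, was the only one lower in every digitoxin-treated tumor. It measured 8.15 ± 5.40 FPKM (SD, n = 3) with digitoxin and 24.2 ± 6.60 FPKM (SD, n = 3) in controls, and its standard error was 0.54. It was also the only one with an unadjusted p under 0.05, which was 0.0767 without B9 and 0.0556 without B14. Its log2 fold change ran from -2.07 (without A1) to -1.09 (without A6) with each tumor left out in turn. The log2 fold changes of Tlr7 and Tlr8 were -0.45 and -0.90, with standard errors of 0.52 and 0.45, and with 1 tumor left out they ran from -0.87 (without A1) to -0.11 (without A12) and from -1.25 (without A1) to -0.64 (without A6). Ada and Ptgis were higher on average with digitoxin. Ada was at 19.1 in A1, 25.6 in A6, 85.8 in A12, 16.7 in B5, 16.3 in B9 and 60.4 in B14, in FPKM, so A12 and B14 stood apart from the other 4 libraries in both groups, and with 1 tumor left out its log2 fold change ran from -0.20 (without A12) to 1.04 (without B14). Ptgis was at 40.0 in A1, 39.2 in A6, 0.768 in A12, 37.3 in B5, 23.3 in B9 and 0.188 in B14, in FPKM, and its log2 fold change was -0.29 without A1, -0.28 without A6 and -1.10 without B14, but 1.97 without A12. A separate list of 55 Nfkb target genes, written before the data were examined, had a median log2 fold change of -0.20 (adjusted p = 0.873) by limma's camera. Relative to the median of all rows it was -0.0325, and camera gave the direction as up. With each tumor left out in turn the median ran from -0.33 (without A12) to -0.12 (without A6).

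**Figure D1:**
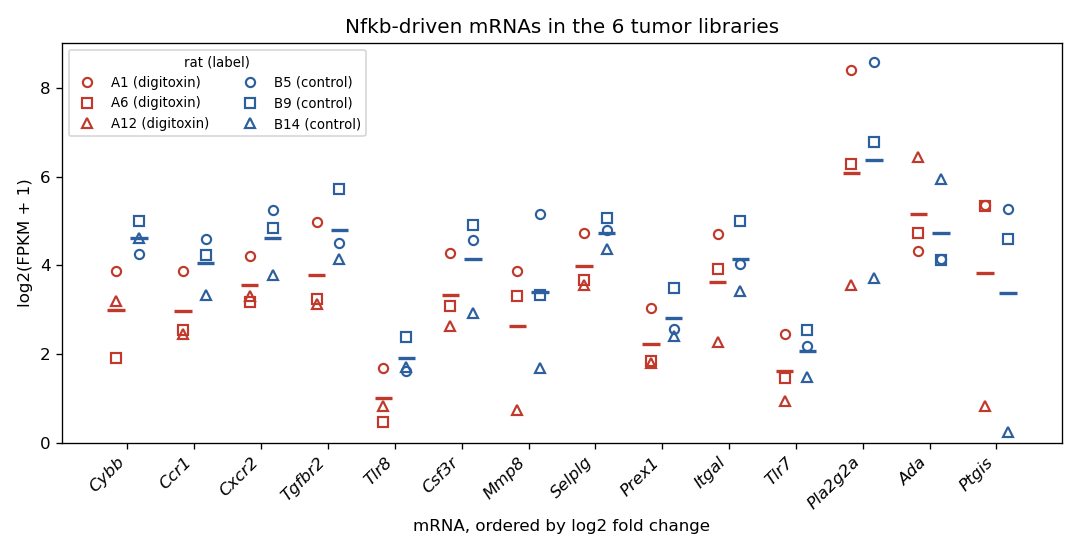
Level of mRNAs of Figure 9C in each tumor library, as log2(FPKM + 1), for digitoxin-treated (red) and control (blue) rats; symbols are single libraries and bars the means of 3. The groups overlap for every mRNA drawn but Cybb, and A12 and B14 lie lowest in their groups for Ptgis, Pla2g2a and Mmp8 and highest for Ada.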

With the exception of Ada (adenosine deaminase), the remaining 14 are all suppressed by digitoxin. Furthermore, *Tgfbr2* expression is among those mRNAs that were significantly reduced by digitoxin in rat tumors. Thus, there appears to be a functional parallel, marked by digitoxin inhibition, between NFκB signaling to *TGFBR2* in human prostate PC-3 cancer cells, and Nfkb signaling to *Tgfbr2* in rat prostate cancer cells. In addition to *Tgfbr2*, increased expression of 9 of the reduced mRNAs in Figure 9C are also associated with enhanced metastasis and poor prognosis in human prostate cancer (see Supplemental Table 2). These are the human equivalents of Pla2g2a, Mmp8, Sell, Cxcr2, Csf3r, Ccr1, Selplg, Itgal, and Prex1.

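Tgfbr2 lies on chromosome 8 from 123585764 to 123671209. It was at 30.6 in A1, 8.40 in A6, 7.80 in A12, 21.7 in B5, 51.5 in B9 and 16.6 in B14, in FPKM. The means were 15.6 ± 13.0 FPKM (SD, n = 3) in digitoxin-treated and 30.0 ± 18.9 FPKM (SD, n = 3) in control tumors. The log2 fold change of -1.002 had a standard error of 0.65, and its adjusted p from limma over all rows was 0.926. A1 was higher than B5 and B14, so the groups overlapped and the difference was within the spread between tumors. With each tumor left out in turn, the log2 fold change ran from -1.60 (without A1) to -0.54 (without B9).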

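Cxcr2, Ccr1, Csf3r, Selplg, Prex1, Pla2g2a, Mmp8 and Itgal each had a lower mean log2 level in digitoxin-treated tumors, with median-of-ratios scaling as well, and the groups overlapped for each. In digitoxin-treated against control tumors (mean ± SD, n = 3 in each), Cxcr2 was at 11.4 ± 5.19 against 25.7 ± 12.2 FPKM and Ccr1 at 7.70 ± 5.24 against 16.7 ± 7.16 FPKM. Their log2 fold changes were -1.06 and -1.09, with standard errors of 0.49 and 0.53. The log2 fold changes of Csf3r, Selplg and Prex1 were -0.80, -0.75 and -0.60, with standard errors of 0.67, 0.40 and 0.51. With each tumor left out in turn, Csf3r ran from -1.41 (without B14) to -0.42 (without B9) and Prex1 from -1.01 (without A1) to -0.26 (without B9), while Cxcr2, Ccr1 and Selplg stayed within 1.5 times. For Pla2g2a, Mmp8 and Itgal they were -0.29, -0.76 and -0.52, with standard errors of 1.61, 1.14 and 0.72, and leaving out 1 library could reverse each. Without A12 their log2 fold changes were 0.98, 0.20 and 0.17, and without B5 those of Pla2g2a and Mmp8 were 0.83 and 0.13. Without B14 the log2 fold changes of the 3 were -1.61, -1.61 and -0.88, and without A1 they were -1.45, -1.37 and -1.06. Pla2g2a was at 340.3 in A1, 76.4 in A6, 10.7 in A12, 386 in B5, 109 in B9 and 12.2 in B14, in FPKM. Mmp8 was at 0.667 FPKM in A12 and 2.23 FPKM in B14, below the other 4 libraries.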

### Digitoxin Suppresses mRNA Expression Associated With Epithelial-to Mesenchymal Transition (EMT)

To test for effects of chronic digitoxin therapy on EMT gene expression, we identified mRNAs associated with EMT in the entire significant dataset of 101 significantly modified mRNAs (see Supplementary Table 1). Figure 9D shows that of the 9 mRNAs in this category, 7 mRNAs are reduced by digitoxin treatment. In addition to Tgfbr2, these include Zeb2, Timp3, Cdh11, Tgfbr2, Wt-1 (Wilm's tumor suppressor gene 1), Axl (Axl receptor tyrosine kinase), and Epas1. 

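Of the 9 mRNAs of Figure 9D, 7 had a log2 fold change below 0 and 2 above it. The 7 were Zeb2, Tgfbr2, Axl, Cdh11, Epas1, Timp3 and Aldh1a2, and the 2 were Sfrp4 and Wt1. With median-of-ratios scaling, or from the ratio of the group mean FPKM, 5 were lower. Leaving out B9 moved the count most, to 4. The median log2 fold change was -0.42, or -0.26 relative to the median of all rows. Adjusted over the list alone, 0 of the 9 passed, with a smallest adjusted p from limma of 0.386, and 1, Zeb2, had an unadjusted p under 0.05. This list too was, by the paper's account, chosen on these samples. Lists written before the data were examined had medians of -0.25 (adjusted p = 0.439) for 35 mesenchymal genes, -0.39 (adjusted p = 0.356) for 30 epithelial genes and 0.0707 (adjusted p = 0.394) for 23 genes that respond to TGFβ, by limma's camera. Relative to the median of all rows these were -0.0844, -0.22 and 0.23, and camera gave the directions as up, down and up. The mesenchymal median reached -0.63 (without B5) but became 0.41 without A6 and 0.57 without B14, where the list passed as higher with digitoxin, with an adjusted p of 2.91e-06 without A6 and 3.49e-12 without B14. The epithelial median ran from -0.83 (without A12) to -0.0698 (without A6), and the list passed without A12, at 0.0344. The TGFβ median was 0.0583 without A6 but became -0.12 without A1, -0.32 without A12, -0.21 without B5, -0.0569 without B9 and -0.000850 without B14, and its adjusted p was 0.0120 without A6 and 0.000660 without B14. Over their alternatives the adjusted p-values ran from 3.49e-12 to 0.978, from 0.0344 to 0.977 and from 0.000660 to 0.963, in that order.

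**Figure D2:**
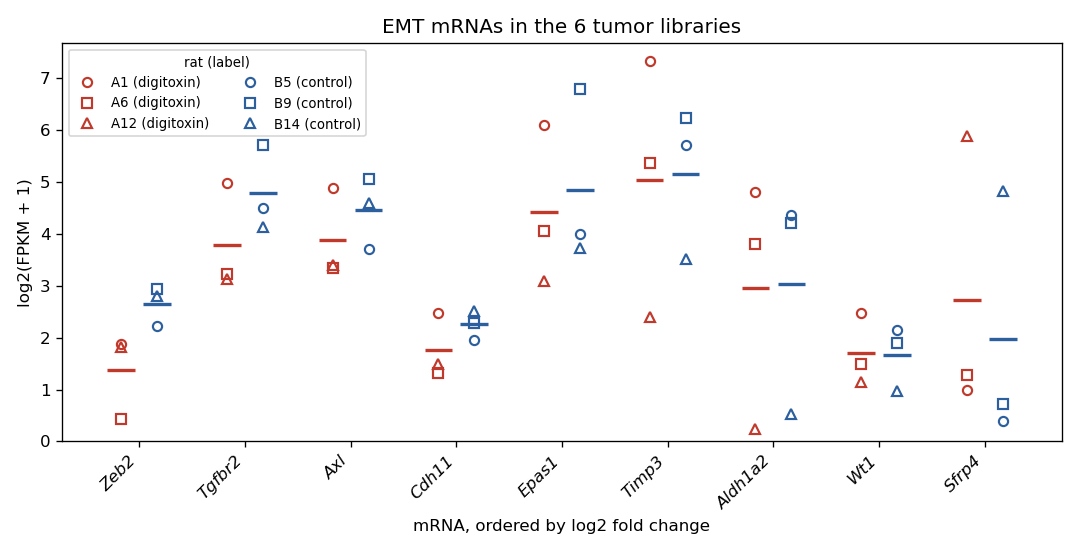
Level of each mRNA of Figure 9D in each tumor library, as log2(FPKM + 1), for digitoxin-treated (red) and control (blue) rats; symbols are single libraries and bars the means of 3. Zeb2 alone is lower in every digitoxin-treated tumor, and with median-of-ratios scaling the means of Timp3 and Aldh1a2 are higher with digitoxin.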

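Zeb2, on chromosome 3 from 35063908 to 35185403, measured 1.86 ± 1.31 FPKM (SD, n = 3) with digitoxin and 5.44 ± 1.57 FPKM (SD, n = 3) in controls and was lower in every digitoxin-treated tumor. Its log2 fold change was -1.28 (standard error 0.50), with an unadjusted p under 0.05 that did not pass adjustment. The unadjusted p was above 0.05 with a pseudocount of 0.1 and without A6, B5, B9 or B14, and without A6 the log2 fold change was -0.80. The log2 fold changes of Axl and Cdh11 were -0.58 and -0.50, with standard errors of 0.56 and 0.42, and were within the spread between tumors. With 1 tumor left out, Axl ran from -1.08 (without A1) to -0.27 (without B9) and Cdh11 from -0.85 (without A1) to -0.28 (without A6). Epas1 was at 67.7 in A1, 15.7 in A6, 7.51 in A12, 15.0 in B5, 110.5 in B9 and 12.2 in B14, in FPKM. Its log2 fold change of -0.42 (standard error 1.08) became 0.24 without A12, 0.56 without B9 and -1.26 without A1. Timp3 had a log2 fold change of -0.13 (standard error 1.34), which became 0.0703 with median-of-ratios scaling, 1.19 without A12, 0.16 without B5, 0.41 without B9 and -1.27 without A1. It was at 159.6 FPKM in A1 and 4.28 FPKM in A12. Wt1 measured 2.53 ± 1.78 FPKM (SD, n = 3) with digitoxin and 2.38 ± 1.28 FPKM (SD, n = 3) in controls, and its log2 fold change of 0.0312 (standard error 0.51) became -0.35 without A1, -0.32 without B14 and 0.31 without A12.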

Two of the 9 mRNAs are elevated by digitoxin, including Aldh1a and Sfrp4. 

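Figure 9D names Aldh1a without a number, and Supplementary Tables 1 and 2 list Aldh1a2. Aldh1a2 was at 27.0 in A1, 13.0 in A6, 0.181 in A12, 19.6 in B5, 17.4 in B9 and 0.447 in B14, in FPKM. Its log2 fold change was -0.0824 (standard error 1.52), 0.11 with median-of-ratios scaling, 1.27 without A12, 0.58 without B5, 0.50 without B9 and -1.33 without B14. Aldh1a1, which was among the airway genes listed before the data were examined, was at 145 in A1, 228 in A6, 0.196 in A12, 68.8 in B5, 61.3 in B9 and 0.222 in B14, in FPKM. Sfrp4 was at 0.976 in A1, 1.44 in A6, 58.1 in A12, 0.309 in B5, 0.654 in B9 and 27.5 in B14, in FPKM. Its log2 fold change was 0.74 (standard error 1.73) and became -0.85 without A12, -0.0604 without B5 and 2.16 without B14. For all 3 mRNAs, the difference of A12 and B14 from the other 4 libraries was larger than that between the groups.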

We also tested the rat prostate tumors for digitoxin effects on Hspb1 and the *HSPB1/Rbfox2* ratio. The observed reductions, comparing 8 digitoxin-treated tumors and 8 control tumors, did not approach significance. However, in general, the ability of digitoxin to reduce EMT signaling observed in human prostate cancer PC3 cells would appear to have been replicated in this rat prostate cancer model.

### Digitoxin Elevates microRNA Expression Associated With Epithelial-to Mesenchymal Transition (EMT)

Finally, we also tested for possible associations between digitoxin-affected microRNAs (miRs) and EMT by screening 250 miRs in primary rat tumors for digitoxin effects. Table 3 identifies four miRs that are significantly affected by digitoxin. Three are elevated, including miR-204-5p/miR-211-5p, miR-448-3p, and miR-98/let 7a-5p, while miR-346 is reduced. The IPA-predicted interactions with digitoxin-affected mRNAs, and between the miRs themselves, are shown in Table 3B. In general, *elevation* of miRs is associated with *reduction* of target mRNAs. Thus, the IPA data in Table 3B, lower panel shows that the elevated miRs, coded in red, target mRNAs that are generally reduced in expression, and therefore coded in green. 

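The 26 mRNAs that Table 3B connects to the elevated miRs were all in the FPKM table and all passed the minimum mean. The log2 fold change was below 0 for 24, 22 with median-of-ratios scaling, and above 0 for Ptgis and Snai1. The median was -0.57, or -0.41 relative to the median of all rows. Leaving out A12 or B9 moved the count most, to 18 in either case. Among the 24 are Prss22, Arntl and Cdkn1a, which Supplementary Table 1 gives as higher with digitoxin. Ptgis is lower there, and Snai1 is higher in both. Adjusted over the list alone, 0 of the 26 passed, with a smallest adjusted p from limma of 0.555. The study drew the list from mRNAs that, by the paper's account, were called on these samples. Zeb2 and Msr1 were the 2 mRNAs lower in every digitoxin-treated tumor, and Msr1 measured 15.6 ± 7.35 FPKM (SD, n = 3) with digitoxin and 31.6 ± 13.0 FPKM (SD, n = 3) in controls. For Msr1 the gap was narrow, with 20.6 FPKM in A12 and 21.1 FPKM in B9. Median-of-ratios scaling divides these by 1.06 and 1.18, after which the groups overlap. Without A6 the log2 fold changes of Zeb2 and Msr1, -1.28 and -1.03, became -0.80 and -0.58. Snai1 was at 44.9 FPKM in A12 and 36.7 FPKM in B14, above the other 4 libraries, and its log2 fold change was 0.30 (standard error 0.75) and ran from -0.32 (without A12) to 0.93 (without B14). Gpm6a was listed at 0 in A12 and B14, and at 19.6, 8.66, 19.6 and 19.6 FPKM in A1, A6, B5 and B9. The levels of the miRs were not analysed here.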

The connector between the miR let-7a-5p and miR-448-3p indicates that these two miRs control each other's expression. Two miRs, miR-346 and miR-448-3p, converge to suppress *ZEB2*, a classical EMT gene. The microRNA miR-204-5p targets TGFBR2, the hub receptor for TGFβ. The sequence relationships between microRNAs identified as either rat (rno) or mouse (mmu) and their human (hsa) counterparts are further delineated in Supplementary Table 3.

**Table 3:** Digitoxin effects on microRNA content in primary tumors.

**MicroRNA**	***p*-value**	**DDCt [Test, A–Control, B]**	**Fold-change (corrected to absolute values)**
**A**			
miR-346	0.034	+5.05	−33.1
miR-98/let7a-5p	0.019	−3.18	+9.06
miR-448-3p	0.026	−3.93	+15.24
miR-211-5p/miR-204-5p	0.040	−4.59	+24.08
**B**			
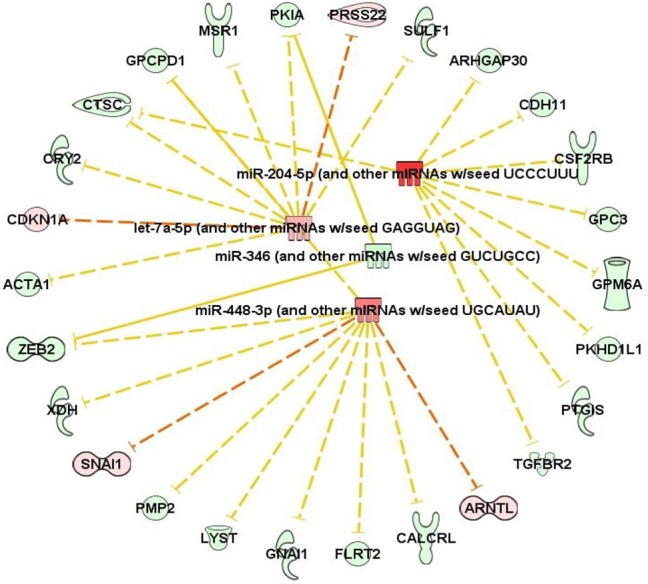			

*Panel A, DDCt (delta delta Ct) takes into account both the sample and a control. A negative or positive DDCt value corresponds to an increase or decrease, respectively, in fold change. A (+ digitoxin), n = 10; B (control), n = 11. Panel B, IPA analysis comparing predicted interactions of microRNAs with digitoxin-dependent mRNAs. Color Code: red (increased expression); green (decreased expression)*.

## Discussion

These data show that digitoxin suppresses signaling by both TNFα/NFκB and TGFβ/TGFBR2 pathways in castration resistant prostate cancer cells, both *in vitro* and *in vivo*, and that an important consequence is significant suppression of EMT, tumor progression and tumor recurrence. At the *in vitro* protein level in the human PC-3 cell system, digitoxin is not only able to suppress Vimentin expression while enhancing E-Cadherin, but is also able to block TGFBR2 expression. This inverse Vimentin and E-Cadherin response is a traditional signature for suppressing EMT. Furthermore, because TGFBR2 expression is driven by NFκB, and digitoxin blocks NFκB signaling, the suppression of TGFBR2 expression by digitoxin was expected and found. Consistently, digitoxin is also able to significantly suppress mRNA expression for both HSPB1, a biomarker for EMT in prostate cancer, and the HSPB1/RBFOX2 ratio. Finally, using RNA-seq to probe the *in vivo* rat prostate cancer system, digitoxin was found to suppress Nfkb signaling to multiple mRNAs, including Tgfbr2, as well as multiple EMT mRNAs. Unexpectedly, these include Wt-1 and Axl; both are important as drivers of human metastatic disease. These apparent parallels between digitoxin action in both systems therefore make it likely, as hypothesized, that digitoxin may work by breaking the collaborating process linking inflammation, TGFβ, and EMT.

In addition to digitoxin targeting mRNAs for inflammation and EMT, digitoxin also targets microRNAs which target the same functions. However, because of the small size of the targeting seed sequence, microRNAs can target the 3′ UTRs of multiple mRNAs, with binding energies proportional to the number of complementary bases linking the miR with many mRNAs. Thus, the functional significance of a potential interaction has to be assessed in a separate experiment. However, especially relevant to the present study is the fact that elevated miR-204 has been reported to form a functional complex with *TGFBR2* mRNA and to *reduce* TGFBR2 protein expression (41). In addition, let7 is reported to have tumor suppressor functions in human prostate cancer stem cells/progenitor cells (42). Furthermore, miR-346 is *elevated* in sera from both the TRAMP mouse model of prostate cancer, and from patients with CRPC (43). While a role for miR-448-3p in prostate cancer has not yet been reported, the seed sequence for miR-448-3p is predicted to target SNAI1, a key EMT-transcription factor (Table 3B, lower panel). Thus, these data demonstrate a close relationship between digitoxin action and target miRs with control of EMT functions, including TGFBR2.

In addition to directly targeting the collaborative mechanism linking NFκB and TGFβ to EMT, digitoxin treatment unexpectedly has systems-wide effects on multiple genes and processes associated with tumor progression and metastases. One possibility is that the systems-wide effects of digitoxin derive in large part from its ability to directly target the central control hubs for NFκB signaling and TGFβ signaling, which are thought to be collaboratively driving EMT. For example, the NFκB hub controls the *functional* expression of at least 784 NFκB-dependent downstream genes (44). It has also been reported that the TGFβ signaling pathway, forming another major biological hub at TGFBR2, itself affects the expression of as many as 1,235 genes (45). Therefore, by acting on the TNFα/NFκB hub (784 genes), and indirectly on the TGFβ hub through TGFBR2 (1,235 genes), this one drug alone is therefore *potentially* able to affect expression of at least 2019 genes, or approximately 10% of the *ca* 20,000 genes in the human genome. The common action on NFκB and TGFβ hubs may therefore provide a rationale for the polygenic action of this drug.

In conclusion, while the existence of a collaboration between NFκB and TGFβ to drive EMT and metastasis has been appreciated, this is the first report to show that chronically administered digitoxin breaks the collaboration, thus blocking tumor progression, EMT and ensuing metastatic CRPC disease. We cannot exclude the possibility that digitoxin, among the oldest and best studied drugs in the human pharmacopeia, could contribute to CRPC therapy in humans.

## Ethics Statement

All animal studies were approved by the University of Notre Dame Institutional Animal Care and Use Committee (IACUC), and were conducted in a facility accredited by the Association for Assessment and Accreditation of Laboratory Animal Care International (AAALAC).

## Author Contributions

BP contributed by conceiving the project, managing the research, and writing the paper. MAS contributed by managing the research and writing the paper. WW, PK, MES, and QY contributed by performing experiments. JS, OE, and SB contributed by analyzing the data. CD contributed by performing experiments, analyzing data, and writing the paper. RB contributed by performing experiments and writing the paper. HP contributed by designing experiments, managing the research, and writing the paper. XZ and MW performed bioinformatic analyses.

### Conflict of Interest Statement

BP is the sole invertor on an issued patent regarding digitoxin. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Digitoxin Inhibits Epithelial-to-Mesenchymal-Transition in Hereditary Castration Resistant Prostate Cancer
**Source:** Front Oncol. 2019 Aug 2;9:630. doi: 10.3389/fonc.2019.00630
**Supplement:** Supplementary file 1

**Supplementary Table 1. Digitoxin effect on Transcription profiling of primary tumors from LW rats bearing CRPC tumors, FPKM^#^**

(# FPKM is Fragments per Kilobase of Gene per Million Reads.)

# Supplementary material for: Digitoxin Inhibits Epithelial-to-Mesenchymal-Transition in Hereditary Castration Resistant Prostate Cancer
**Source:** Front Oncol. 2019 Aug 2;9:630. doi: 10.3389/fonc.2019.00630
**Supplement:** Supplementary file 2

**Supplementary Table 2**

**Supplemental Table 2. Digitoxin reduces mRNA expression in PAIII primary tumors that are associated with tumor progression and metastases, selected from 101 mRNAs (p < 0.05).**

| **GENE, mRNA** | **Drug Effect, FPKM ***  **(p value)** | | **Action**  **(prostate cancer)** | **Reference** |
| --- | --- | --- | --- | --- |
| **Pla2g2a**  **(Phospholipase A2, group 2a)** | **614 → 55**  **(p = 5E-05)** | | **Biomarker for tumor progression, poor prognosis in prostate cancer** | **(**[**1**](#_ENREF_1)**) (**[**2**](#_ENREF_2)**) (**[**3**](#_ENREF_3)**)** |
| **Mmp8**  **(Matrix metalloprotease 8)** | **33.9 → 5.7**  **(p = 0.0003)** | | **Induces IL-6,IL-8 in cancer cells** | **(**[**4**](#_ENREF_4)**)** |
|  | | | **Inactivates beta-1 integrins in prostate cancer cells** | **(**[**5**](#_ENREF_5)**)** |
| **Sell**  **(Selectin L; cell adhesion)** | | **80.8 → 23.1**  **(p = 0.0004)** | **Mediates cancer cell adhesion, cytokine release, and metastasis** | **(**[**6**](#_ENREF_6)**)** |
| **Steap4 (Six transmembrane epithelial antigen of prostate 4)** | | **52.5→19.0**  **(p = 0.0026)** | **Overexpressed in human prostate cancer** | **(**[**7**](#_ENREF_7)**)** |
| **Cxcr2**  **(Receptor for CINC1 [ “IL-8” equivalent in rat]** | | **33.1 →10.5**  **(p = 0.003)** | **Recruits tumor-promoting PMNL’s** | **(**[**8**](#_ENREF_8)**) (**[**8**](#_ENREF_8)**)** |
|  | |  | **Promotes tumor growth, angiogenesis, metastasis** | **(**[**9**](#_ENREF_9)**)** |
| **Csf3r**  **(Colony stimulating factor 3 receptor)** | | **30.6→11.0**  **(p = 0.003)** | **Highest levels in prostate tumors with highest Gleason scores** | **(**[**10**](#_ENREF_10)**) (**[**11**](#_ENREF_11)**)** |
| **Aldh1a2 (Aldehyde dehydrogenase-1** | | **23.3 → 8.2**  **(p = 0.006)** | **EMT marker; elevated in highly aggressive, poor prognosis tumors** | **(**[**12**](#_ENREF_12)**) (**[**13**](#_ENREF_13)**) (**[**14**](#_ENREF_14)**) (**[**15**](#_ENREF_15)**)** |
| **Csf3 (Granulocyte Colony Stimulating Factor)** | | **19.9 → 10.5**  **(p = 0.002)** | **Promotes prostate cancer cell metastasis to bone** | **(**[**16**](#_ENREF_16)**)** |
| **Ccr1 (chemokine(CC-motif) receptor 1** | | **20.8 → 7.9**  **(p = 0.008)** | **Stimulates cancer cell invasion;** | **(**[**17**](#_ENREF_17)**) (**[**18**](#_ENREF_18)**)** |
| **Selplg (Selectin P)** | | **39.1 →16.3**  **(p = 0.009)** | **Promotes metastasis;** | **(**[**19**](#_ENREF_19)**) (**[**20**](#_ENREF_20)**) (**[**21**](#_ENREF_21)**)** |
| **CD53 (tetraspanin 25)** | | **141.7 → 72.0**  **(p = 0.01)** | **Metastasis susceptibility gene** | **(**[**22**](#_ENREF_22)**)** |
| **Calcr1 (calcitonin)** | | **18.5 →6.8**  **(p = 0.02)** | **Increases angiogenic activity in PC3 cells** | **(**[**23**](#_ENREF_23)**)** |
| **Ccdc80 (coiled-coli doman containing 80)** | | **69.3 → 38.6**  **(p = 0.02)** | **Tumor suppressor gene** | **(**[**24**](#_ENREF_24)**)** |
| **Ptgis (prostaglandin 12 synthase)** | | **32.7 → 14.3**  **(p = 0.02)** | **Correlates with poor cancer prognosis; induces VEGF synthesis** | **(**[**25**](#_ENREF_25)**) (**[**26**](#_ENREF_26)**)** |
| **Fxyd4 (CHIF; FXYD domain containing ion transport regulator 4)** | | **39.1 → 14.5**  **(p = 0.02)** | **Binds to tissue-specific subunits of NaKATPase (alternative digitoxin target?)** | **(**[**27**](#_ENREF_27)**)** |
| **Cmah ( Cytidine monophosphate-N acetylneuraminic acid hydrolase** | | **4.7 → 1.3**  **(p = 0.02)** | **Stem cell marker** | **(**[**28**](#_ENREF_28)**)** |
| **Axl (“anexelekto” receptor tyrosine kinase** | | **28.2 → 14.2**  **(p = 0.02)** | **Drives proliferation, migration, invasion in prostate tumor cells *in vitro* and tumors *in vivo*** | **(**[**29**](#_ENREF_29)**)** |
| **Csf2rb (Colony stimulating factor 2 receptor)** | | **19.7 → 9.9**  **(p = 0.03)** | **Elevation is a biomarker for poor prognosis in some tumors** | **(**[**30**](#_ENREF_30)**)** |
| **Fam65b (Family with sequence similarity 65, member B)** | | **3.5 →1.1**  **(p = 0.03)** | **Marker for cancer stem cells in PC3 CRPC cells** | **(**[**31**](#_ENREF_31)**)** |
| **Pik3ap1 (BCAP, phosphoinositide-3 kinase adaptor protein 1)** | | **9.1 → 3.8**  **(p = 0.03)** | **Mediates PIK3 activation; PI3K pathway gene associated with risk of prostate cancer** | **(**[**32**](#_ENREF_32)**) (**[**33**](#_ENREF_33)**)** |
| **Wt1 (Wilms’tumor gene)** | | **5.1 →2.0**  **(p = 0.03)** | **Biomarker for prostate cancer progression; elevated in high Gleason score prostate cancer** | **(**[**34**](#_ENREF_34)**) (**[**35**](#_ENREF_35)**)** |
| **Cxcl-13 (C-X-C motif cytokine 13)** | | **28.3 → 12.8**  **(p = 0.03)** | **Supports prostate cancer cell invasion, mediated by PI3K signaling** | **(**[**36**](#_ENREF_36)**)** |
| **Tgfbr2 (TGF-β type II receptor)** | | **34.0 → 16.4**  **(p = 0.03)** | **Contributes to prostate cancer initiation, progression, invasion** | **(**[**37**](#_ENREF_37)**)** |
| **Itgal (integrin alpha L)** | | **24.1 → 12.6**  **(p = 0.03)** | **Biomarker for high risk CRPC** | **(**[**38**](#_ENREF_38)**)** |
| **Rps14 (Ribosomal protein S 14)** | | **0.6→5.6**  **(p = 0.04)** | **Activates a miR-dependent reduction in cMYC mRNA** | **(**[**39**](#_ENREF_39)**)** |
| **Prex1 (PIP3-dependent Rac exchanger 1)** | | **7.7 → 3.9**  **(p = 0.04)** | **Up-regulation promotes prostate cancer metastasis** | **(**[**40**](#_ENREF_40)**)** |
| **Cald1(caldesmon1)** | | **20.3 → 10.8**  **(p = 0.04)** | **Promotes cancer cell migration and invasion** | **(**[**41**](#_ENREF_41)**)** |
| **Padi1 (peptidyl arginine deiminase)** | | **4.5 → 8.8.**  **(p =0.04)** | **Citrulination of CXCL8 (IL-8) reduces activity** | **(**[**42**](#_ENREF_42)**)** |
| **Cdh11 (cadherin 11)** | | **4.9 → 2.5**  **(p = 0.045)** | **mediates metastasis of prostate cancer cells to bone** | **(**[**43**](#_ENREF_43)**)** |
| **Dab2(mitogen-responsive phosphoprotein, homolog 2)** | | **53.6→32.0**  **(p = 0.05)** | **Required for TGFβ-induced VEGF expression in cancer cells** | **(**[**44**](#_ENREF_44)**)** |
| **Atg9b (autophagy related 9B)** | | **9.1→ 17.0**  **(p= 0.05)** | **Activates autophagy; induces cancer cell senescence** | **(**[**45**](#_ENREF_45)**) (**[**46**](#_ENREF_46)**)** |
| **Cebpa (C/EBP, CCAAT/enhancer binding protein)** | | **21.0 → 10.4**  **(p = 0.05)** | **Increased in high Gleason score prostate cancer** | **(**[**47**](#_ENREF_47)**)** |
| **Ptrf (RNA polymerase 1 and transcript release factor** | | **71.5 → 40.5**  **p = 0.055** | **Ribosome synthesis; decreases migration of PC3 cells; mediates angiogenesis in prostate cancer** | **(**[**48**](#_ENREF_48)**) (**[**49**](#_ENREF_49)**)** |
| **Epas1 (Hif2a, endothelial PAS domain protein 1)** | | **66.1 →32.0**  **(p = 0.07)** | **VEGF induction; High levels associated with poor outcomes in different cancers** | **(**[**50**](#_ENREF_50)**) (**[**51**](#_ENREF_51)**)** |

**References for Supplementary Table 2**

1. Oleksowicz L, Liu Y, Bracken RB, Gaitonde K, Burke B, Succop P, et al. Secretory phospholipase A2-IIa is a target gene of the HER/HER2-elicited pathway and a potential plasma biomarker for poor prognosis of prostate cancer. The Prostate. 2012;72(10):1140-9.

2. Dong Z, Liu Y, Scott KF, Levin L, Gaitonde K, Bracken RB, et al. Secretory phospholipase A2-IIa is involved in prostate cancer progression and may potentially serve as a biomarker for prostate cancer. Carcinogenesis. 2010;31(11):1948-55.

3. Menschikowski M, Hagelgans A, Gussakovsky E, Kostka H, Paley EL, Siegert G. Differential expression of secretory phospholipases A2 in normal and malignant prostate cell lines: regulation by cytokines, cell signaling pathways, and epigenetic mechanisms. Neoplasia. 2008;10(3):279-86.

4. Thirkettle S, Decock J, Arnold H, Pennington CJ, Jaworski DM, Edwards DR. Matrix metalloproteinase 8 (collagenase 2) induces the expression of interleukins 6 and 8 in breast cancer cells. The Journal of biological chemistry. 2013;288(23):16282-94.

5. Pellinen T, Rantala JK, Arjonen A, Mpindi JP, Kallioniemi O, Ivaska J. A functional genetic screen reveals new regulators of beta1-integrin activity. J Cell Sci. 2012;125(Pt 3):649-61.

6. Laubli H, Borsig L. Selectins as mediators of lung metastasis. Cancer Microenviron. 2010;3(1):97-105.

7. Gomes IM, Maia CJ, Santos CR. STEAP proteins: from structure to applications in cancer therapy. Molecular cancer research : MCR. 2012;10(5):573-87.

8. Raccosta L, Fontana R, Maggioni D, Lanterna C, Villablanca EJ, Paniccia A, et al. The oxysterol-CXCR2 axis plays a key role in the recruitment of tumor-promoting neutrophils. The Journal of experimental medicine. 2013;210(9):1711-28.

9. Sharma B, Nawandar DM, Nannuru KC, Varney ML, Singh RK. Targeting CXCR2 enhances chemotherapeutic response, inhibits mammary tumor growth, angiogenesis, and lung metastasis. Mol Cancer Ther. 2013;12(5):799-808.

10. Rivas CI, Vera JC, Delgado-Lopez F, Heaney ML, Guaiquil VH, Zhang RH, et al. Expression of granulocyte-macrophage colony-stimulating factor receptors in human prostate cancer. Blood. 1998;91(3):1037-43.

11. Chen Z, Yang Y, Xiao Y, Zhao J. [Expression and significance of granulocyte-macrophage colony-stimulating factor receptors in human prostate cancer]. Zhonghua nan ke xue = National journal of andrology. 2004;10(9):655-7.

12. Liebscher CA, Prinzler J, Sinn BV, Budczies J, Denkert C, Noske A, et al. Aldehyde dehydrogenase 1/epidermal growth factor receptor coexpression is characteristic of a highly aggressive, poor-prognosis subgroup of high-grade serous ovarian carcinoma. Hum Pathol. 2013;44(8):1465-71.

13. Ohi Y, Umekita Y, Yoshioka T, Souda M, Rai Y, Sagara Y, et al. Aldehyde dehydrogenase 1 expression predicts poor prognosis in triple-negative breast cancer. Histopathology. 2011;59(4):776-80.

14. Kitamura K, Seike M, Okano T, Matsuda K, Miyanaga A, Mizutani H, et al. MiR-134/487b/655 Cluster Regulates TGF-beta-Induced Epithelial-Mesenchymal Transition and Drug Resistance to Gefitinib by Targeting MAGI2 in Lung Adenocarcinoma Cells. Mol Cancer Ther. 2014;13(2):444-53.

15. Luo Y, Kong F, Wang Z, Chen D, Liu Q, Wang T, et al. Loss of ASAP3 destabilizes cytoskeletal protein ACTG1 to suppress cancer cell migration. Mol Med Rep. 2014;9(2):387-94.

16. Dobrenis K, Gauthier LR, Barroca V, Magnon C. Granulocyte colony-stimulating factor off-target effect on nerve outgrowth promotes prostate cancer development. International journal of cancer Journal international du cancer. 2015;136(4):982-8.

17. Wang J, Ikeda R, Che XF, Ooyama A, Yamamoto M, Furukawa T, et al. VEGF expression is augmented by hypoxiainduced PGIS in human fibroblasts. International journal of oncology. 2013;43(3):746-54.

18. Kato T, Fujita Y, Nakane K, Mizutani K, Terazawa R, Ehara H, et al. CCR1/CCL5 interaction promotes invasion of taxane-resistant PC3 prostate cancer cells by increasing secretion of MMPs 2/9 and by activating ERK and Rac signaling. Cytokine. 2013;64(1):251-7.

19. Stubke K, Wicklein D, Herich L, Schumacher U, Nehmann N. Selectin-deficiency reduces the number of spontaneous metastases in a xenograft model of human breast cancer. Cancer letters. 2012;321(1):89-99.

20. Richter U, Schroder C, Wicklein D, Lange T, Geleff S, Dippel V, et al. Adhesion of small cell lung cancer cells to E- and P-selectin under physiological flow conditions: implications for metastasis formation. Histochem Cell Biol. 2011;135(5):499-512.

21. Kohler S, Ullrich S, Richter U, Schumacher U. E-/P-selectins and colon carcinoma metastasis: first in vivo evidence for their crucial role in a clinically relevant model of spontaneous metastasis formation in the lung. British journal of cancer. 2010;102(3):602-9.

22. Hu Y, Wu G, Rusch M, Lukes L, Buetow KH, Zhang J, et al. Integrated cross-species transcriptional network analysis of metastatic susceptibility. Proceedings of the National Academy of Sciences of the United States of America. 2012;109(8):3184-9.

23. Chigurupati S, Kulkarni T, Thomas S, Shah G. Calcitonin stimulates multiple stages of angiogenesis by directly acting on endothelial cells. Cancer research. 2005;65(18):8519-29.

24. Ferraro A, Schepis F, Leone V, Federico A, Borbone E, Pallante P, et al. Tumor suppressor role of the CL2/DRO1/CCDC80 gene in thyroid carcinogenesis. J Clin Endocrinol Metab. 2013;98(7):2834-43.

25. Lichao S, Liang P, Chunguang G, Fang L, Zhihua Y, Yuliang R. Overexpression of PTGIS could predict liver metastasis and is correlated with poor prognosis in colon cancer patients. Pathol Oncol Res. 2012;18(3):563-9.

26. Wang H, Fang R, Wang XF, Zhang F, Chen DY, Zhou B, et al. Stabilization of Snail through AKT/GSK-3beta signaling pathway is required for TNF-alpha-induced epithelial-mesenchymal transition in prostate cancer PC3 cells. European journal of pharmacology. 2013;714(1-3):48-55.

27. Geering K, Beguin P, Garty H, Karlish S, Fuzesi M, Horisberger JD, et al. FXYD proteins: new tissue- and isoform-specific regulators of Na,K-ATPase. Annals of the New York Academy of Sciences. 2003;986:388-94.

28. Nystedt J, Anderson H, Hirvonen T, Impola U, Jaatinen T, Heiskanen A, et al. Human CMP-N-acetylneuraminic acid hydroxylase is a novel stem cell marker linked to stem cell-specific mechanisms. Stem Cells. 2010;28(2):258-67.

29. Paccez JD, Vasques GJ, Correa RG, Vasconcellos JF, Duncan K, Gu X, et al. The receptor tyrosine kinase Axl is an essential regulator of prostate cancer proliferation and tumor growth and represents a new therapeutic target. Oncogene. 2013;32(6):689-98.

30. Urdinguio RG, Fernandez AF, Moncada-Pazos A, Huidobro C, Rodriguez RM, Ferrero C, et al. Immune-dependent and independent antitumor activity of GM-CSF aberrantly expressed by mouse and human colorectal tumors. Cancer research. 2013;73(1):395-405.

31. Zhang J, Patel L, Pienta KJ. CC chemokine ligand 2 (CCL2) promotes prostate cancer tumorigenesis and metastasis. Cytokine & growth factor reviews. 2010;21(1):41-8.

32. Okada T, Maeda A, Iwamatsu A, Gotoh K, Kurosaki T. BCAP: the tyrosine kinase substrate that connects B cell receptor to phosphoinositide 3-kinase activation. Immunity. 2000;13(6):817-27.

33. Koutros S, Schumacher FR, Hayes RB, Ma J, Huang WY, Albanes D, et al. Pooled analysis of phosphatidylinositol 3-kinase pathway variants and risk of prostate cancer. Cancer research. 2010;70(6):2389-96.

34. Devilard E, Bladou F, Ramuz O, Karsenty G, Dales JP, Gravis G, et al. FGFR1 and WT1 are markers of human prostate cancer progression. BMC cancer. 2006;6:272.

35. Brett A, Pandey S, Fraizer G. The Wilms' tumor gene (WT1) regulates E-cadherin expression and migration of prostate cancer cells. Molecular cancer. 2013;12:3.

36. El-Haibi CP, Singh R, Gupta P, Sharma PK, Greenleaf KN, Singh S, et al. Antibody Microarray Analysis of Signaling Networks Regulated by Cxcl13 and Cxcr5 in Prostate Cancer. J Proteomics Bioinform. 2012;5(8):177-84.

37. Li X, Sterling JA, Fan KH, Vessella RL, Shyr Y, Hayward SW, et al. Loss of TGF-beta responsiveness in prostate stromal cells alters chemokine levels and facilitates the development of mixed osteoblastic/osteolytic bone lesions. Molecular cancer research : MCR. 2012;10(4):494-503.

38. Ross RW, Galsky MD, Scher HI, Magidson J, Wassmann K, Lee GS, et al. A whole-blood RNA transcript-based prognostic model in men with castration-resistant prostate cancer: a prospective study. Lancet Oncol. 2012;13(11):1105-13.

39. Zhou X, Hao Q, Liao J, Zhang Q, Lu H. Ribosomal protein S14 unties the MDM2-p53 loop upon ribosomal stress. Oncogene. 2013;32(3):388-96.

40. Qin J, Xie Y, Wang B, Hoshino M, Wolff DW, Zhao J, et al. Upregulation of PIP3-dependent Rac exchanger 1 (P-Rex1) promotes prostate cancer metastasis. Oncogene. 2009;28(16):1853-63.

41. Hou Q, Tan HT, Lim KH, Lim TK, Khoo A, Tan IB, et al. Identification and functional validation of caldesmon as a potential gastric cancer metastasis-associated protein. Journal of proteome research. 2013;12(2):980-90.

42. Proost P, Loos T, Mortier A, Schutyser E, Gouwy M, Noppen S, et al. Citrullination of CXCL8 by peptidylarginine deiminase alters receptor usage, prevents proteolysis, and dampens tissue inflammation. The Journal of experimental medicine. 2008;205(9):2085-97.

43. Chu K, Cheng CJ, Ye X, Lee YC, Zurita AJ, Chen DT, et al. Cadherin-11 promotes the metastasis of prostate cancer cells to bone. Molecular cancer research : MCR. 2008;6(8):1259-67.

44. Cheong SM, Choi H, Hong BS, Gho YS, Han JK. Dab2 is pivotal for endothelial cell migration by mediating VEGF expression in cancer cells. Exp Cell Res. 2012;318(5):550-7.

45. Zavodszky E, Vicinanza M, Rubinsztein DC. Biology and trafficking of ATG9 and ATG16L1, two proteins that regulate autophagosome formation. FEBS Lett. 2013;587(13):1988-96.

46. Yang MY, Lin PM, Liu YC, Hsiao HH, Yang WC, Hsu JF, et al. Induction of cellular senescence by doxorubicin is associated with upregulated miR-375 and induction of autophagy in K562 cells. PloS one. 2012;7(5):e37205.

47. Yin H, Lowery M, Glass J. In prostate cancer C/EBPalpha promotes cell growth by the loss of interactions with CDK2, CDK4, and E2F and by activation of AKT. Prostate. 2009;69(9):1001-16.

48. Aung CS, Hill MM, Bastiani M, Parton RG, Parat MO. PTRF-cavin-1 expression decreases the migration of PC3 prostate cancer cells: role of matrix metalloprotease 9. Eur J Cell Biol. 2011;90(2-3):136-42.

49. Nassar ZD, Hill MM, Parton RG, Parat MO. Caveola-forming proteins caveolin-1 and PTRF in prostate cancer. Nat Rev Urol. 2013;10(9):529-36.

50. Xia G, Kageyama Y, Hayashi T, Hyochi N, Kawakami S, Kihara K. Positive expression of HIF-2alpha/EPAS1 in invasive bladder cancer. Urology. 2002;59(5):774-8.

51. Bangoura G, Yang LY, Huang GW, Wang W. Expression of HIF-2alpha/EPAS1 in hepatocellular carcinoma. World J Gastroenterol. 2004;10(4):525-30.

# Supplementary material for: Digitoxin Inhibits Epithelial-to-Mesenchymal-Transition in Hereditary Castration Resistant Prostate Cancer
**Source:** Front Oncol. 2019 Aug 2;9:630. doi: 10.3389/fonc.2019.00630
**Supplement:** Supplementary file 3

**Supplementary Table 3.**

**Relationships between microRNAs detected in rat as either rno or mmu sequences, and human microRNAs, given as hsa sequences.**

| ***mmu* or *rno*** | ***Sequence*** | ***hsa*** | ***Sequence*** |
| --- | --- | --- | --- |
| **miR-98**  **let-7a-5p** | mmu-miR-98-5p MIMAT0000545  U**GAGGUAG**UAAGUUGUAUUGUU  rno-miR-98-5p MIMAT0000819  U**GAGGUAG**UAAGUUGUAUUGUU  mmu-let-7a-5p MIMAT0000521  U**GAGGUAG**UAGGUUGUAUAGUU  rno-let-7a-5p MIMAT0000774  U**GAGGUAG**UAGGUUGUAUAGUU | **miR-98**  **let-7a-5p** | hsa-miR-98-5p MIMAT0000096  U**GAGGUAG**UAAGUUGUAUUGUU  hsa-let-7a-5p MIMAT0000062  U**GAGGUAG**UAGGUUGUAUAGUU |
| **miR-346** | mmu-miR-346-5p MIMAT0000597  U**GUCUGCC**CGAGUGCCUGCCUCU  rno-miR-346 MIMAT0000596  U**GUCUGCC**UGAGUGCCUGCCUCU | **miR-346** | hsa-miR-346 MIMAT0000773  U**GUCUGCC**CGCAUGCCUGCCUCU |
| **miR-448-3p** | mmu-miR-448-3p MIMAT0001533  U**UGCAUAU**GUAGGAUGUCCCAU  rno-miR-448-3p MIMAT0001534  U**UGCAUAU**GUAGGAUGUCCCA | **miR-448** | hsa-miR-448 MIMAT0001532  U**UGCAUAU**GUAGGAUGUCCCAU |
| **miR-211-5p**  **miR-204-5p** | mmu-miR-211-5p MIMAT0000668  U**UCCCUUU**GUCAUCCUUUGCCU  rno-miR-211-5p MIMAT0000882  U**UCCCUUU**GUCAUCCUUUGCCU  mmu-miR-204-5p MIMAT0000237  U**UCCCUUU**GUCAUCCUAUGCCU  rno-miR-204-5p MIMAT0000877  U**UCCCUUU**GUCAUCCUAUGCCU | **miR-211-5p**  **miR-204-5p** | hsa-miR-211-5p MIMAT0000268  U**UCCCUUU**GUCAUCCUUCGCCU  hsa-miR-204-5p MIMAT0000265  U**UCCCUUU**GUCAUCCUAUGCCU |

How the deposited data were processed for this re-analysis (not part of the article)

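The data are 1 messenger RNA library from tissue of each of 6 rats bearing PAIII tumors. The labels and the paper describe the tissue as primary tumors. Rats A1, A6 and A12 are labelled as digitoxin-treated (replicates 1, 2 and 3) and rats B5, B9 and B14 as vehicle controls (replicates 1, 2 and 3). The authors deposited a table of FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of a library), with 1 column per tumor. They groomed the reads, aligned them with Bowtie 2 and TopHat 2 and quantified transcripts with Cufflinks 2, and the paper's text names neither the genome build nor any scaling between tumors. The methods write RPKM where the table writes FPKM, which mean the same for single reads. The text of the paper describes differential analysis by Cuffdiff, which needs the reads and was not repeated.

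The table holds 17557 rows and 17030 symbols, of which 467 are on more than 1 row. It holds 25 symbols that have been changed to dates, which were left as they are. Every FPKM column was matched to a sample. A symbol on several rows was taken from the row with the highest mean FPKM. Reads were not analysed here, so the depth per tumor is unknown, no counting error or detection limit can be given, and low FPKM have no known precision. Steps between low FPKM values gave a rough relative depth against B9, which was 0.502 for A12, where 14.4% of the rows used lay at the most frequent ratio, and 0.753 for B14, with 14.0%. For A1, A6 and B5 only 6.01%, 4.49% and 5.91% lay there, which fixes no ratio. An FPKM of 0 is reported as listed at 0, since some such entries can be failed estimates.

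Values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plotted with matplotlib 3.10.9. The groups were compared with limma 3.58.1 in R 4.3.3, with lmFit and eBayes with a trend, on log2(FPKM + 1) for the 10749 rows with a mean of at least 1 FPKM over the 6 tumors. FPKM were scaled as deposited. Tests were two-sided, and p-values were adjusted by the method of Benjamini and Hochberg. Fold changes are on the log2(FPKM + 1) scale unless given as ratios of group means. Lists of genes written before the data were examined, 23 in all, were tested with limma's camera at a preset correlation of 0.01 between genes, and adjusted over the 23 lists. Hspb1 and its ratio to Rbfox2 were compared with an exact permutation test.

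The named genes are every gene the paper names as measured in the rat tumors, every gene of the clock lists, and the 5 largest rises and 5 largest falls among genes past the adjusted threshold whose groups do not overlap, filled from genes with an unadjusted p under 0.05 where too few pass. This rule, the tests, the lists and the alternatives were set before the data were examined. Lung, airway and other genes named outside the rule were picked after their values were seen. The alternatives were a pseudocount of 0.1, no filter, median-of-ratios scaling, eBayes without a trend, the replicate number as a block, each tumor left out in turn, fold changes as ratios of group means, fry in place of camera, and the lists without the genes of Supplementary Table 1. The mean level of the lung alveolar list as a covariate was added after the data were seen.

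The replicate numbers were checked for pairing. The deviations from the group means correlated across genes at r = 0.426 for replicate 1, 0.606 for replicate 2 and 0.869 for replicate 3, so same-numbered libraries moved together. Nothing in the paper's text or the labels says that a number marks a shared day or batch, and A1 with B9 (r = 0.644) and A6 with B5 (r = 0.612) moved together as closely. The first principal component held 76.9% of the variance and separated A12 and B14 from the other libraries.

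The fit was tested on simulated data for the 10749 rows. Of 200 genes changed by 4 on the log2 scale, 154 were called, all with the right sign. Among the other genes 15 were called, and these others held a list of 40 genes shifted by 1. Each gene was drawn independently. Calls of single genes at a change of 2-fold were not counted, so the simulation does not show whether such changes would be found. The comparison of assignments of the libraries with Supplementary Table 1 recovered 20 of 20 simulated groupings. Supplementary Table 1 has 200 rows, of which 196 matched the FPKM table by symbol and position and the rest by symbol. The serum, cell line, tumor weight and miR experiments were left out because they are not part of the table, and the gene ontology analysis was not repeated. Some results on single genes were computed and are left out of the text and a figure.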

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

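The tests in this part were chosen only after the result was seen, although the gene lists they use were written before the data were examined. The mRNAs of Sftpc, a surfactant protein of lung alveoli, and Scgb1a1, the secretoglobin of airway club cells, are not discussed in the paper, and both were higher in 2 of the digitoxin libraries than in any control library. Sftpc was at 35405 FPKM in A1 and 63514 FPKM in A6, and Scgb1a1 at 54124 FPKM in A1 and 129228 FPKM in A6. The control libraries B5 and B9 had 19188 and 24105 FPKM of Sftpc and 20629.9 and 22674 FPKM of Scgb1a1. In A12 and B14 they were at 0.229 FPKM and listed at 0 for Sftpc, and at 2.31 and 1.51 FPKM for Scgb1a1.

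The tables argue against 3 explanations. Digitoxin as the sole cause does not explain lung mRNAs in both groups, since the lower of the 2 control libraries with them had 19188 FPKM of Sftpc and digitoxin replicate 3 (A12) had almost none. Reads carried over from another library of the same run would be a small share of the source, but the lowest of the 4 libraries held 30.2% of the highest Sftpc level. The authors' normalization differed too little, since the highest median-of-ratios factor was 1.44 times the lowest.

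Cells of lung tissue in the sampled pieces are a candidate explanation. Of 43 genes of the lung alveolar and airway lists in the table, 28 were at 10 FPKM or more in each of A1, A6, B5 and B9, and 18 of these were under 1 FPKM in A12 and B14. The other 10 were at 1 FPKM or more in A12 or B14. Of the 43 genes, 3 are also in another list and 8 are in Supplementary Table 1. Among the most abundant genes of the lists, Sftpa1 was at 6689 FPKM in A6 and 4588 FPKM in B5, and Lyz2, which macrophages also express, at 39245 and 27464 FPKM. The lists took 18.5% of the FPKM sum in A1, 25.6% in A6, 9.47% in B5 and 12.3% in B9, but 0.184% in A12 and 0.360% in B14. These are shares of FPKM, not of cells.

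Lung genes switched on in the tumor cells themselves cannot be told apart from lung cells. Of 26 endothelial genes, 20 were higher in each of the 4 libraries than in both others, which lung vessels could bring, but a richer blood supply of the tumor could do the same. The paper's methods say that some lung metastases were frozen beside the primary tumors, and that the pieces for sequencing were punched from primary tumors. A piece of a lung metastasis would bring lung cells, but no table here holds the site of a piece, so where lung cells could have come from was not tested. Whether the level in A1 and A6 is higher than in B5 and B9 because of digitoxin was not tested either, since only 2 libraries of each group hold these mRNAs.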

How the results depend on the processing

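Of the alternatives, only the lung covariate was chosen after seeing the data, and the cause of a change was not tested except where noted. The replicates are named by rat, with A1, A6 and A12 as digitoxin replicates 1 to 3 and B5, B9 and B14 as vehicle replicates 1 to 3. The mean number of mRNAs per tumor was 12145.2 at 0.1 FPKM or more and 10339.2 at 1 FPKM or more, since a higher minimum removes low mRNAs.

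No alternative but 1 gave a row with an adjusted p under 0.05. The fits that left out 1 tumor gave from 0 to 2, and the 2 came without B14. They are Mir3561 and Mir3567, which are microRNA genes and not mRNAs, and were listed at 0 in A1, A6, A12 and B14. The unadjusted count, 36 as reported, ran from 13 without A6 or without B9 to 2114 without A12. The 22 rows that changed at least 2-fold at an unadjusted p under 0.05 became 14 with a pseudocount of 0.1. They became 296 with the replicate number as a block and 184 with the lung covariate. Of the 22, 13 were among the 14, and all 22 among the 296 and among the 184. Leaving out 1 tumor gave from 7 (without A6) to 1658 (without A12) such rows. It gave 10 without B9 and 37 without B14.

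Counts of lower mRNAs in Figure 9C, Table 3B, Supplementary Table 2 and those of Supplementary Table 1 with the study's direction stayed within 1.5 times under each alternative run. In Figure 9D the count of 7 ranged from 4 (without B9) to 8 across the fits that each left out 1 tumor.

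The 3 lists past the threshold became 5 with a pseudocount of 0.1, 5 with the replicate block and 0 with fry, and ranged from 4 to 12 (without A6) across the fits without 1 tumor. With the block, the fibroblast and lung alveolar lists were the added ones and it changed no other call among the lists.

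Median-of-ratios scaling moved the median of all rows from -0.16 to 0.0177. Under it the lists reversed to 0.0972 for neutrophil, 0.00557 for macrophage, 0.16 for T and NK cell, 0.0411 for mesothelial and 0.12 for red blood cell, and the genes to 0.11 for Aldh1a2, 0.0703 for Timp3 and 0.10 for Per1. With no filter, neutrophil became 0.00701, B and plasma cell -0.0699 and red blood cell 0.0211. B and plasma cell was -0.0649 with a pseudocount of 0.1 and -0.0100 with the lung covariate, and neutrophil was 0.18 without the genes of Supplementary Table 1.

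Leaving out 1 tumor reversed the direction of 16 of the 23 lists and 18 of 46 genes (those of Figures 9C and 9D, the clock lists, Rbfox2 and the 10 largest rises and falls) in at least 1 fit. The median log2 fold change ranged from -0.50 to 0.42 for the Per clock list, from -0.63 to 0.57 for mesenchymal, from -0.32 to 0.0583 for TGFβ response and from -0.65 to 0.17 for neutrophil. Medians also ranged from -0.48 to 0.17 for macrophage, from -0.60 to 0.62 for T and NK cell, from -0.14 to 0.55 for B and plasma cell and from -1.35 to 0.36 for mast cell. Further list medians ran from -0.14 to 1.39 for endothelial, from -0.56 to 0.83 for fibroblast, from -0.40 to 0.43 for mesothelial and from -1.57 to 2.60 for lung alveolar. The last of them ran from -0.43 to 3.18 for airway epithelial, from -1.14 to 1.38 for red blood cell, from -0.12 to 0.14 for ribosomal protein and from -0.0342 to 0.13 for digitoxin target genes. Among genes, log2 fold changes ranged from -0.20 to 1.04 for Ada, from -1.10 to 1.97 for Ptgis, from -1.61 to 0.20 for Mmp8, from -1.06 to 0.17 for Itgal and from -1.61 to 0.98 for Pla2g2a. They ran from -1.33 to 1.27 for Aldh1a2, from -0.85 to 2.16 for Sfrp4, from -1.27 to 1.19 for Timp3, from -0.35 to 0.31 for Wt1 and from -1.26 to 0.56 for Epas1. Others ranged from -0.54 to 0.23 for Per1, from -0.47 to 0.76 for Per2, from -1.03 to 0.12 for Per3, from -0.0350 to 0.98 for Dbp and from -0.23 to 1.33 for Tef. The remaining ones ran from -0.49 to 0.64 for Npas2, from -0.52 to 0.0405 for Cry1 and from -1.24 to 0.0840 for Rbfox2.

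Of the 35 other genes of Table 3B and Supplementary Table 2 that were tested, leaving out 1 tumor reversed 17. Their log2 fold changes ranged from -3.73 to 0.26 for Prss22, from -0.65 to 0.50 for Arhgap30, from -2.35 to 1.81 for Gpc3, from -1.82 to 0.91 for Gpm6a, from -0.997 to 0.0177 for Pkhd1l1 and from -1.12 to 0.36 for Gnai1. The next of them ran from -0.32 to 0.93 for Snai1, from -0.62 to 0.38 for Xdh, from -0.47 to 0.16 for Cdkn1a, from -0.93 to 0.21 for Gpcpd1, from -1.28 to 0.60 for Steap4 and from -2.92 to 0.12 for Csf3. Those that remain ranged from -0.62 to 0.15 for Ccdc80, from -0.58 to 0.51 for Cmah, from -1.70 to 0.39 for Cxcl13, from -1.36 to 0.0783 for Cald1 and from -0.31 to 1.01 for Cebpa.

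In all, of the 276 values of the 46 genes without 1 tumor 242 kept their direction and side of the threshold, and of the 138 list values 69 did, while 45 reversed, 22 became stronger and 2 weaker. Of the values of these genes under the other alternatives 227 of 230 were the same, and of the list values 161 of 183, with 11 reversed, 7 stronger and 4 weaker. The depth of the libraries is unknown, which leaves the precision of mRNAs near 1 FPKM open.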

Differences from the paper's values

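The paper states that 101 mRNAs were at least 2-fold different at a P under 0.05, and limma found 22 in the labelled groups. Supplementary Table 1 itself holds 93 with a P under 0.05, of which 74 are at least 2-fold. None of the alternatives set before the data were examined gave a count within 1.5 times of the paper's, and neither did the lung covariate, which was chosen after seeing the values. The study's test was Cuffdiff on reads, and limma on FPKM stands in its place here.

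Group means were compared with Supplementary Table 1 for 33 mRNAs as the log2 ratio of digitoxin to control FPKM, with no constant added. The error used is the residual SD between the tumors here, from limma on log2(FPKM + 1), and is not an error of the paper's values. A value was taken to differ if its sign was opposite or its distance from the paper's value was above this error. Of these, 12 differed, 8 of them in sign. For Selplg the log2 ratio was -0.72 against the paper's -1.26, for Ptgis 0.39 against the paper's -1.19, for Pla2g2a -0.25 against the paper's -3.49, for Aldh1a2 0.10 against the paper's -1.51, for Timp3 0.58 against the paper's -1.33 and for Wt1 0.0893 against the paper's -1.37. Among clock mRNAs it was 0.56 against the paper's -1.23 for Per2, -0.19 against the paper's -1.28 for Per3, 0.65 against the paper's -1.18 for Dbp, 0.82 against the paper's -0.76 for Tef, -0.57 against the paper's 0.99 for Arntl and 0.14 against the paper's 1.60 for Npas2.

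Of the alternatives set before the data were examined, leaving out A1 brought Selplg (-1.22), Pla2g2a (-1.96), Per2 (-0.49) and Per3 (-1.35) within this error. For Pla2g2a the error was 2.45, so its value could still lie far from the paper's. Ptgis, Aldh1a2 and Timp3 had been within that error, which is wide, but had the opposite sign, and without A1 they had the paper's sign (-0.0203, -0.92 and -1.03). Leaving out B14 brought Selplg (-0.89) within the error and gave Ptgis (-0.19) and Aldh1a2 (-0.47) the paper's sign. Per3 came within the error without B5 (-0.43) and Npas2 without B9 (1.54). No alternative gave Wt1, Dbp, Tef or Arntl both the paper's sign and a value within the error. The same fits moved other mRNAs away from the paper's values. Without A1, 10 of the 33 differed, and 5 of these had not differed before: Cybb (-2.15), Tlr8 (-2.29), Zeb2 (-1.92), Mpeg1 (-2.23) and Slc6a6 (-2.14), each further below 0 than the paper's value. Without B14, B5 or B9 the numbers that differed were 12, 16 and 16. Without A6, without A12 and with median-of-ratios scaling they were 16, 21 and 17. Other assignments of the 6 libraries to the groups, examined after the values were seen, come closer to Supplementary Table 1 than the labels do, and are described among the other observations.

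Of the 91 mRNAs of Supplementary Table 1 with a P under 0.05 and a fold change, 4 met the 2-fold rule at an unadjusted p under 0.05 here: Clec4a3, Cybb, Gda and Mpeg1. In the paper's table, 17 of the 91 are under 2-fold. Across the fits set before the data were examined the number ranged from 1, without B5, to 16, without A12, and it was 15 with the replicate block, 11 without A1 and 2 without A6, without B9 or with median-of-ratios scaling. These numbers count either direction, and 10 of the 16 and 3 of the 15 had the sign opposite to the paper's. With the lung covariate, chosen after seeing the values, it was 11. Of the paper's genes in Figures 9C and 9D, Cybb and Zeb2 met this rule as reported. Cybb did not without B9 or without B14, and Zeb2 did not with a pseudocount of 0.1 or without A6, B5, B9 or B14. Ccr1 and Cxcr2 met it with the replicate block, without A1, without B14 and with the lung covariate, and Selplg, Tgfbr2 and Tlr8 without A1. The mRNAs of Table 3B and Supplementary Table 2 added were Csf2rb with the block and without A12, Msr1 likewise, and Fxyd4 with the block, without B14 and with the lung covariate. Without A1 they were Flrt2, Cd53, Dab2 and Pik3ap1, and without A12 they were Arntl, Prss22, Atg9b, Csf3 and Padi1, all 5 lower here and higher in Supplementary Table 1. None of the mRNAs of these lists passed an adjusted p under 0.05 in these fits, over all rows.

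The paper shows Ptgis among the mRNAs suppressed in Figure 9C, and its log2 fold change here was 0.47. In Figure 9D the paper counts Wt1 among the reduced and Aldh1a among the elevated mRNAs. The log2 fold change was 0.0312 for Wt1 and -0.0824 for Aldh1a2, whose ratio of group means was above 1, and Supplementary Table 1 itself lists Aldh1a2 as lower. The paper reports that Tgfbr2 was significantly reduced, and its log2 fold change here of -1.002 had an adjusted p of 0.926 from limma. Supplementary Table 1 gives Padi1 and Atg9b as higher with digitoxin, and their log2 fold changes here were -0.95 and -1.44, with log2 ratios of the group means of -0.29 and -0.67. Without A6 the log2 fold changes of these 2 were -0.0816 and -0.18. It also gives Csf3 and Prss22 as higher, while Supplementary Table 2 gives Csf3 as lower. For these 2 the sign here depended on the scale, with log2 fold changes of -1.29 and -1.94 but log2 ratios of the group means of 0.25 and 0.0595. Without A6 the log2 fold changes were 0.12 and 0.26. For Hspb1 and its ratio to Rbfox2 the paper reports reductions without significance in a larger set of tumors, and in the 3 digitoxin against 3 control tumors here both were higher on average.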

Other observations

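Tests in this part were chosen only after the result was seen, apart from those named next. The counts of other splits of the libraries were set before the data were examined. So were camera on the lists, except with the lung covariate, and the permutation tests of Hspb1 and its ratio to Rbfox2. The 6 libraries can be split into 3 and 3 in 10 ways, so no share of splits can be under 0.1. As many mRNAs with an adjusted p under 0.05 as in the labelled split, which gave 0 and 36 at an unadjusted p under 0.05, were found in 10 of the 10, a number that a count of 0 fixes and that says nothing either way. As many that changed 2-fold at an unadjusted p under 0.05 came from 6 splits, up to 1790 with A1, A6 and B9 against the rest. As many mRNAs in 1 direction came from 4 splits for Figure 9C, 6 for Figure 9D, 2 for Table 3B and 4 for Supplementary Table 2, and as many lists past the threshold from 10. Splits that part all 3 numbered pairs, as the labels do, number 4, and 2 of them gave as many 2-fold mRNAs, with counts from 8 to 28. The other 6 part 1 pair each and gave from 4 to 1790. Camera's calls are therefore common in splits that are not the treatment.

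Supplementary Table 1 was set against the labelled groups. It holds 93 rows with a P under 0.05, of the 101 the paper counts, and 86 with a P from 0.05 to 0.10, of 81. Across the 91 mRNAs with a fold change, the log2 ratios of the labelled groups had r = 0.00910 with the table (Spearman's rho 0.246), and 66 had the same sign. The labels ranked 10 among the 20 assignments of the libraries to the groups. The highest, A6, A12 and B9 as digitoxin against A1, B5 and B14, had r = 0.839 (rho 0.759) with 87 of the same sign. The next, A6, A12 and B14 against A1, B5 and B9, had r = 0.748 (rho 0.802) with 86. Over all 198 mRNAs of the table with a fold change, the labelled groups had r = 0.132 (rho 0.346), with 151 of the same sign. There A6, A12 and B9 as digitoxin had r = 0.810 (rho 0.727) with 182. These are correlations across genes, which are not independent replicates. Cyp2a3 is an example picked after its values were seen. The paper's control value is 40.9 FPKM, and it was at 4.85 and 1.32 FPKM in B5 and B9, listed at 0 in B14, and at 166 FPKM in A1.

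A different scaling of the columns by the authors as the whole cause is argued against. With 1 free weight per column, 3 a side, the labelled columns left a median absolute log2 error of 0.328 in the table's group FPKM, and 4 of the 20 assignments left a smaller one with as many weights, down to 0.212. Since the smallest of 20 is always picked for its fit, the rows of the table were divided at random into 2 equal parts 1000 times. In each division, weights were set and the best of the other 19 assignments was chosen on the first part, and its error was compared with that of the labelled columns in the other part. The labelled error was larger by a median of 0.116 (95% of divisions from 0.0642 to 0.169), and it was the smaller one in 0 divisions. Genes are not independent, so this spread is a rough one. An exchange of labels, in the FPKM columns or in the table, may explain the mismatch, since another assignment than the labelled r of 0.00910 came closer. Other libraries behind the study's table could do so too, and cannot be excluded, since 13.5% of its group FPKM lay outside the range of the 6 libraries, which no grouping of them gives. Cuffdiff's own scaling could also bring values outside the range. Figure 8B, read by eye, bears on which rats were meant. It circles B1, B9 and B14 among control rats and A1, A2 and A12 among digitoxin-treated rats, with the sequenced B5 outside the circles, and A6 could not be read there. All 4 assignments with a smaller error place A1 among the controls. Within the labelled digitoxin columns the weights were 0.00401 for A1, 0.402 for A6 and 0.710 for A12. A1 is thus the library that the table's digitoxin side used least, while the control library in its place differs between the 4. Whether the columns or the study's table would be wrong cannot be told from the values, and no library was moved.

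Supplementary Table 1 lists Per2, Per3, Dbp and Tef as lower and Arntl and Npas2 as higher with digitoxin, and such a pattern could follow the time of day of tissue collection as well as treatment. In the labelled groups, the list peaking with Per did not pass (adjusted p = 0.394 by limma's camera, median 0.0469), so the treatment was not decided. Across the alternatives its adjusted p ran from 0.0249 to 0.963. The Per and the Arntl list lay on opposite sides of their means in 3 of the 6 libraries, A1, A12 and B5, which decides nothing for time of day. This count replaced a correlation of the 2 lists over the libraries after the value of that correlation had been seen, because the libraries fall into 2 separate sets. The correlation did not decide the question either. The paper states that all rats were killed on the morning of day 40, and times per rat were not analysed here.

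The cell cycle list was lower in the labelled groups, and its weight rests on A6, the library with the most lung mRNA. Without A6 its median log2 fold change was -0.0970 with an adjusted p of 0.954. With the lung level as a covariate it was -0.92, with an adjusted p of 0.000534 by limma's camera, and across the alternatives the adjusted p ran from 2.13e-06 to 0.963. A smaller share of dividing tumor cells beside lung cells in A6 may explain the fall, but an effect of digitoxin on division cannot be told apart from it with 1 such library. In A12 the median of the list was above that in each control library.

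The other lists had median log2 fold changes of -0.15 (adjusted p = 0.439) for 23 mesothelial genes, 0.32 (adjusted p = 0.122) for 19 lung alveolar genes, 1.18 (adjusted p = 5.95e-06) for 21 airway epithelial genes and -0.62 (adjusted p = 0.407) for 7 skeletal muscle genes, by limma's camera. They were -0.0531 (adjusted p = 0.439) for 8 red blood cell genes, 0.00754 (adjusted p = 0.0598) for 69 ribosomal protein genes and 0.0597 (adjusted p = 0.291) for 12 genes of the digitoxin target and related ATPases. Leaving out 1 tumor reversed the medians to 0.43 without A12, 0.16 without B5 and 0.19 without B9 for mesothelial, -0.87 without A1, -0.83 without A6 and -1.57 without B14 for lung alveolar, -0.0720 without A6 and -0.43 without B14 for airway and 1.38 without A12, 0.51 without B5 and 0.16 without B9 for red blood cell genes. The ribosomal protein median became -0.0372 without A6, -0.0869 without A12, -0.12 without B9 and -0.0158 without B14, and that of the digitoxin target genes -0.0342 without A1, -0.0314 without A6, -0.00680 without B5 and -0.0195 without B9. In their first direction these 6 reached -0.40 (without A1), 2.60 (without A12), 3.18 (without A12), -1.14 (without A6), 0.14 (without A1) and 0.13 (without A12). The skeletal muscle median ran from -0.75 (without A12) to -0.20 (without B14). Lists that passed in such a fit were lung alveolar (adjusted p 5.42e-05 without A12, 0.0119 without B5 and 0.00237 without B9, range 4.60e-06 to 0.963), skeletal muscle (0.0307 without A6, range 0.0307 to 0.963), red blood cell (0.0499 without A12, range 0.0499 to 0.963) and ribosomal protein (2.47e-08 without A1, 1.02e-05 without B5 and 0.00920 without B14, range 2.47e-08 to 0.963). Reads of ribosomal protein genes can be shared with pseudogenes.

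Hspb1 was at 424 in A1, 860.3 in A6, 173 in A12, 263 in B5, 209 in B9 and 184 in B14, in FPKM, a log2 difference of 0.88 between the means (exact permutation test, two-sided p = 0.40, where the smallest possible is 0.10). The log2 difference in its ratio to Rbfox2 was 1.47 (exact permutation test, p = 0.50). Without A6 these were 0.32 and 0.24, and without A12 they were 1.48 and 2.71. Rbfox2 had a log2 fold change of -0.60 (standard error 0.73), which was 0.0840 without A6 and -1.24 without A12.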
